# Epitranscriptomic Regulation of Platinum Resistance via the METTL3-ADAM23 Axis in Ovarian Cancer

**DOI:** 10.3390/cells15030294

**Published:** 2026-02-04

**Authors:** Ujin Kim, Junzui Li, Daniela Matei, Hao Huang

**Keywords:** ovarian cancer, epitranscriptomic, RNA methylation, platinum resistance, METTL3, ADAM23

## Abstract

**Highlights:**

**What are the main findings?**

- METTL3 expression and global m^6^A RNA methylation are increased following platinum treatment and in platinum-resistant ovarian cancer models.
- ADAM23 is identified as a METTL3-regulated, m^6^A-associated transcript whose expression correlates with platinum response.

**What is the implication of the main finding?**

- METTL3-dependent epitranscriptomic regulation is associated with the development of platinum resistance in ovarian cancer.
- Pharmacologic inhibition of METTL3 enhances platinum responsiveness, supporting m^6^A regulation as a potential therapeutic vulnerability.

**Abstract:**

N6-methyladenosine (m^6^A) has emerged as a pivotal regulator of post-transcriptional gene control, yet its contribution to chemotherapy resistance remains insufficiently defined. Here, we describe a previously unrecognized METTL3-ADAM23 epitranscriptomic regulatory relationship associated with platinum (Pt) resistance in ovarian cancer (OC). We show that cisplatin treatment increases global m^6^A levels and METTL3 expression, linking Pt exposure to activation of the m^6^A machinery. Functional perturbation studies demonstrate that METTL3 overexpression enhances cisplatin resistance, whereas METTL3 knockdown or pharmacologic inhibition with the selective METTL3 inhibitor STM2457 sensitizes OC cells to Pt treatment in vitro and improves Pt response in vivo. Transcriptomic profiling identifies ADAM23, a cell-adhesion-related tumor suppressor, as a METTL3-dependent, m^6^A-associated transcript, with altered mRNA expression observed across multiple experimental systems and several high-confidence predicted m^6^A sites within its transcript. Cisplatin-associated METTL3 upregulation correlates with reduced ADAM23 expression, suggesting a potential regulatory relationship that may contribute to chemoresistance. Together, these findings support a model in which METTL3-associated increases in m^6^A methylation are linked to Pt resistance, in part through modulation of ADAM23 expression, and highlight METTL3 as a potential therapeutic target in OC.

## 1. Introduction

Ovarian cancer (OC) remains a leading cause of cancer death among women. Even with newly approved treatments, the five-year survival rate is still less than 50%. The main reasons for the low survival rate are late diagnosis and chemoresistance. Platinum (Pt)-based chemotherapy, primarily using carboplatin or cisplatin, is the cornerstone of first-line treatment for OC. While initial response rates are high, most patients subsequently relapse and develop resistance to Pt agents. Additionally, up to 15–30% of patients experience primary Pt resistance [1,2]. Treatment for chemo-resistant tumors is limited and includes second-line agents, targeted therapy and antibody drug conjugates [3,4,5]. Consequently, deciphering molecular drivers of Pt resistance is essential to developing new, more effective therapies [6].

Epitranscriptomic modifications refer to chemical modifications of RNA molecules after transcription and represent a key mechanism that controls gene expression in cancer [7,8]. N6-methyladenosine (m^6^A) is the most common RNA modification and affects gene regulation by altering RNA structure, stability, localization, and processing, leading to alterations in splicing, translation, and mRNA degradation [9]. Through these effects, m^6^A modifications influence key biological processes, including cancer progression and response to treatment [10]. M^6^A modifications are deposited by methyltransferase “writer” complexes, removed by demethylase “erasers,” and recognized by m^6^A-binding “reader” proteins. The catalytic core of the writer complex consists of METTL3 and METTL14, which work with cofactors including WTAP, VIRMA, and RBM15 to target methylation at RRACH consensus sequences in mRNA [11,12]. METTL3 promotes tumorigenesis across diverse cancers, such as acute myeloid leukemia, where it promotes leukemic cells’ survival by enhancing MYC/BCL2 translation [13] and hepatocellular, lung, and breast cancers, where it stabilizes oncogenic mRNAs to drive proliferation and metastasis [14,15,16]. Increased expression of METTL3 in OC is linked to aggressiveness, epithelial to mesenchymal transition (EMT), invasion, and poor survival [17,18,19]. However, its involvement in drug resistance remains undefined.

In this study, we hypothesized that METTL3 may contribute to Pt resistance through epitranscriptomic regulation of the tumor-suppressive pathway. Using integrative molecular and transcriptomic analyses, we identified disintegrin and metalloprotease domain-containing protein 23 (ADAM23) as a METTL3-regulated, m^6^A-associated transcript linked to Pt resistance. ADAM23 belongs to the ADAM family of transmembrane metalloproteases, involved in cell adhesion, extracellular matrix remodeling, and signal transduction [20]. Previous studies have reported that ADAM23 functions as a tumor suppressor and is frequently silenced in breast, pancreatic, and gastric cancers through promoter hypermethylation [21,22,23]. However, the potential involvement of ADAM23 in OC and its relationship to Pt response have not been previously defined.

Here, we show that METTL3 and global m^6^A levels are increased following cisplatin treatment in OC cells. METTL3 forced expression enhanced platinum resistance, whereas METTL3 knockdown (KD) or pharmacologic inhibition with the selective METTL3 inhibitor STM2457 increased cisplatin sensitivity. Our data are consistent with a model in which the METTL3-dependent, m6A-associated regulation of ADAM23 mRNA is linked to reduced transcript abundance, thereby influencing cellular responsiveness to Pt. Collectively, these findings propose a new METTL3–ADAM23 regulatory relationship that may contribute to Pt resistance. These observations provide insight into how m^6^A-associated regulatory programs shape therapeutic response and highlight new potential targets for improving treatment outcomes in OC.

## 2. Materials and Methods

### 2.1. Cell Culture

OVCAR4 and OVCAR5 cells were kindly provided by Dr. Mazhar Adli and Dr. Marcus Peter (Northwestern University, Evanston, IL, USA), respectively. COV362 cells were provided by Dr. Kenneth Nephew (Indiana University, Bloomington, IN, USA). OVCAR4 cells were cultured in RPMI-1640 supplemented with 10% fetal bovine serum (FBS) and 1% penicillin–streptomycin. OVCAR5 cells were maintained in RPMI-1640 with L-glutamine (Corning, Cat# 10-040CV, Corning, NY, USA), supplemented with 10% FBS, 1% GlutaMAX, and 1% penicillin–streptomycin. COV362 cells were cultured in high-glucose DMEM supplemented with 10% FBS, 1% penicillin–streptomycin, and 1× GlutaMAX. HEK293T cells were grown in DMEM supplemented with 10% FBS and 1% penicillin–streptomycin.

Murine ID8 OC cells were provided by Dr Katherine Roby (University of Kansas, Lawrence, KS, USA). ID8-luc were generated by transducing ID8 cells with pLX311 Luciferase (Luc) and selected by blasticidin. ID8 and ID8-luc cells were grown in DMEM, supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin solution.

Cell lines were confirmed to be free of pathogens and mycoplasma by Charles River Research Animal Diagnostic Services (Wilmington, MA, USA) and were periodically tested using the MycoAlert^®^ Mycoplasma Detection Kit (Lonza, Cat# LT07-418, Cambridge, MA, USA). Experiments were performed using low-passage cells.

### 2.2. Chemicals and Reagents

Cisplatin (cat. # 1134357) and carboplatin (cat. # C2538) were purchased from Sigma-Aldrich (St. Louis, MO, USA). STM2457 was from MedchemExpress (MCE, cat. # HY-134836, Monmouth Junction, NJ, USA), and D-Luciferin was from GoldBio (cat. # LUCK-100, St. Louis, MO, USA).

### 2.3. Plasmid Construction

Lentiviral METTL3 pCDH expression vectors and the lentiviral shRNA constructs targeting METTL3 (designated shMETTL3-1 and shMETTL3-2) were generously supplied by Dr. Jianjun Chen at City of Hope. The shMETTL3 constructs correspond to MISSION shRNAs from Sigma-Aldrich with the following clone IDs and target sequences: TRCN0000034717(shMETTL3-1; target sequence: 5′-AACAGCCAAGGAACAATCCATTGTT-3′) and TRCN0000289814 (shMETTL3-2; target sequence: 5′-AAGCTGCACTTCAGACGAATTATC-3′).

Lentiviral vectors encoding human ADAM23 shRNA and the corresponding non-targeting control were obtained from Applied Biological Materials (Richmond, BC, Canada). Lentiviral particles were generated in 293T cells by co-transfecting the expression vectors with the packaging plasmids VSV-G and psPAX2. Viral supernatants were collected 72 h post-transfection and used to infect target cells in the presence of polybrene (8 µg/mL) for 48 h.

### 2.4. Cell Survival Assay

Cells were exposed to increasing concentrations of platinum (Pt) for 24 h, after which the drug-containing medium was replaced and cultures were maintained for an additional 72 h. Cell viability was then assessed using the Cell Counting Kit-8 assay (CCK-8; Dojindo Molecular Technologies, Rockville, MD, USA) according to the manufacturer’s instructions. Absorbance at 450 nm was recorded using a BioTek ELX800 microplate reader (BioTek, Winooski, VT, USA).

### 2.5. RNA Extraction and Quantitative RT-PCR Analysis

RNA was isolated with TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and quantified spectrophotometrically. Reverse transcription was performed using 1 μg RNA and the iScript cDNA synthesis system (Bio-Rad). Quantitative PCR analysis was conducted with SYBR Green chemistry (iTaq Universal SYBR Green Supermix, Bio-Rad, Hercules, CA, USA) on an ABI 7900HT platform.

Expression values were normalized to 18S rRNA, and relative abundance was determined using the ΔΔCt approach. Primer information is listed in Supplementary Table S1. All reactions were performed in triplicate, and results represent the mean ± SD of independent experiments.

### 2.6. Western Blotting

Whole-cell lysates were obtained in RIPA buffer, followed by sonication and clarification by centrifugation. Protein concentrations were determined by using the Bradford method (Bio-Rad, Hercules, CA, USA). Equal amounts of protein were separated by SDS–PAGE and transferred onto PVDF membranes. After blocking with 5% skim milk, membranes were incubated overnight at 4 °C with primary antibodies against METTL3 (Abcam, Cambridge, UK, Cat. # ab195352) or GAPDH (Thermo Fisher Scientific, Waltham, MA, USA, Cat. #AM4300), followed by incubation with appropriate secondary antibodies. Immunoreactive signals were visualized by using enhanced chemiluminescence (SuperSignal™ West Pico PLUS, Thermo Fisher Scientific, Waltham, MA, USA).

### 2.7. m^6^A Dot Blot Assay

mRNA was purified from total RNA using the Dynabeads™ mRNA Purification Kit (Ambion, Austin, TX, USA) and quantified with a NanoDrop 2000 spectrophotometer. The m^6^A dot blot assay was conducted based on a previously published protocol (www.bio-protocol.org/e2095, 5 January 2017), with minor modifications. Briefly, purified mRNA was spotted onto Amersham Hybond-N+ membranes (GE Healthcare, Chicago, IL, USA) and immobilized by UV crosslinking. Membranes were blocked with 5% non-fat dry milk and incubated overnight at 4 °C with an anti-m^6^A antibody (Synaptic Systems, Goettingen, Germany.), followed by incubation with an HRP-conjugated goat anti-rabbit secondary antibody (Santa Cruz Biotechnology, Dallas, TX, USA) at room temperature for 1 h. Chemiluminescent signals were detected by using a substrate from Thermo Scientific prior to imaging.

### 2.8. Quantification of Global m^6^A RNA Methylation

Global m^6^A RNA methylation levels were quantified by using the EpiQuik™ m^6^A RNA Methylation Quantification Kit (Epigentek, Farmingdale, NY, USA). Briefly, 300 ng of total RNA per sample was processed through sequential antibody-based detection steps according to the assay workflow. Absorbance was measured at 450 nm using an xMark microplate reader (Bio-Rad, Hercules, CA, USA).

### 2.9. In Vivo ID8-Luciferase (Luc) Intraperitoneal Model

All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at Northwestern University (protocol # IS00026404) and conducted in accordance with institutional and NIH guidelines. Female C57BL/6 mice (6–8 weeks old) were obtained from Envigo (Indianapolis, IN, USA). Mice were injected intraperitoneally (ip) with 5 × 10^6^ murine ID8-luciferase (ID8-luc) cells to establish peritoneal tumors. Treatment began following tumor cell implantation. STM2457 (50 mg/kg) [24] or vehicle control was administered i.p. once daily for 16 consecutive days, starting 3 days after tumor inoculation (*n* = 5 mice per group). Carboplatin (40 mg/kg) was administered i.p. once weekly, beginning 7 days after tumor implantation. Tumor progression was monitored by bioluminescence imaging (Lago system) on day 3 and day 20 prior to euthanasia. The bioluminescent signal was quantified following intraperitoneal injection of D-luciferin (150 mg/kg), and images were acquired once a stable peak signal was reached. Total photon flux (photons/s) was calculated using identical exposure settings for all animals. Background-subtracted flux values were used to compare tumor burden across treatment groups. Mice were monitored daily and euthanized on day 24 or upon development of abdominal ascites, ≥15% body-weight gain or loss, body condition score ≤2, or signs of distress, including impaired mobility or marked lethargy, prior to the preset endpoint of the experiment.

### 2.10. RNA-Sequencing

RNA-seq libraries were generated from 1 μg of total RNA following mRNA enrichment using the NEBNext^®^ Ultra™ II RNA Library Prep Kit (New England Biolabs, Ipswich, MA, USA). Library construction included first- and second-strand cDNA synthesis, end repair and A-tailing, adaptor ligation, and PCR amplification. Library quality and size distribution were assessed using a High-Sensitivity DNA Bioanalyzer. Sequencing was performed on an Illumina NovaSeq platform to generate single-end 50 bp reads. Raw FASTQ files were processed with FastQC and aligned to the hg38 human genome using hisat2. Gene counts were generated using Subread and analyzed using DESeq2 to identify differentially expressed genes, as we described previously [25,26].

### 2.11. Bioinformatic and Public Dataset Analyses

Public proteomic data for METTL3 were obtained using the Clinical Proteomic Tumor Analysis Consortium (CPTAC) proteomics module of the University of Alabama at Birmingham CANcer (UALCAN) web portal (http://ualcan.path.uab.edu, 13 December 2021) [27]. METTL3 protein Z-scores derived from CPTAC OC samples were retrieved directly from UALCAN, which provides standardized spectral-count-based protein abundance across normal adjacent tissues and primary tumors. Bulk RNA-seq data associated with cisplatin sensitivity based on transcriptomic signature were retrieved from the Cancer Pharmacogenetics and Drug Sensitivity (CPADS, https://smuonco.shinyapps.io/CADSP/, 3 January 2023) [28] database. Cisplatin-response-related METTL3 expression was analyzed by using the Drug Analysis module of the CPADS database. Within CPADS, ovarian serous cystadenocarcinoma was selected as the cancer type, cisplatin as the drug of interest, and METTL3 as the query gene. CPADS automatically stratifies samples into IC50-high (resistant) and IC50-low (sensitive) groups based on transcriptomic signature and provides normalized METTL3 expression values together with the corresponding statistical comparison (two-group Wilcoxon test). The METTL3 expression difference and *p*-value reported by CPADS were used directly for downstream interpretation.

Single-cell RNA-seq datasets GSE184880 [29] and GSE222556 [30] were downloaded from GEO and processed using the same parameters described in the original publications to reproduce the reported preprocessing and clustering structure. After reproducing the authors’ pipeline, METTL3 expression was visualized on the UMAP embeddings of GSE184880 to examine its distribution across epithelial, stromal, endothelial, immune, and other cell populations. For the pre- and post-chemotherapy dataset, GSE222556, METTL3 expression values were extracted from the processed Seurat object, and cells with detectable METTL3 expression (non-zero counts) were retained for downstream stratification. A 70% quantile threshold was applied to the METTL3-positive cells to classify them into METTL3-high and METTL3-low groups. The number and proportion of METTL3-high cells in pre-treatment and post-treatment samples were quantified, and proportional differences between treatment phases were calculated using column-normalized contingency tables. The resulting group proportions were visualized as stacked bar plots to compare the enrichment of METTL3-high cells before and after chemotherapy. Correlation between METTL3 expression and cisplatin sensitivity was evaluated by using the “correlation module” in CPADS. Ovarian serous cystadenocarcinoma (TCGA) was selected as the cancer type, cisplatin as the drug, and METTL3 as the gene of interest. CPADS provides preprocessed METTL3 expression values matched to cisplatin IC50 measurements across TCGA OC samples and performs linear regression and correlation testing automatically. The regression equation, R^2^, and *p*-value reported by CPADS were used directly for analysis and visualization.

### 2.12. Gene-Specific m^6^A RT-qPCR

Purified mRNA (5 μg) was fragmented to an average length of approximately 100 nucleotides by metal-ion-induced hydrolysis. A portion (10%) of the fragmented RNA was reserved as an input control, and the remaining RNA was subjected to m^6^A RNA immunoprecipitation as described above. Gene-specific m^6^A enrichment was quantified by one-step RT–qPCR using Verso SYBR Green reagents (Thermo Fisher Scientific, Waltham, MA, USA) and primers listed in Supplementary Table S1. Enrichment was calculated relative to input RNA using a standard ΔCt/%input-style approach, and m^6^A levels were further normalized to corresponding mRNA abundance when comparing METTL3-overexpressing and control samples.

### 2.13. RNA Stability Assay

mRNA stability was assessed by measuring the rate of transcript decay following transcriptional inhibition. Control-vector- and METTL3-overexpressing cell lines were treated with the transcriptional inhibitor actinomycin D (5 μg/mL) and harvested at 0, 3, and 6 h after treatment. Total RNA was isolated using TRIzol reagent and purified using the RNeasy kit (QIAGEN, Germantown, MD, USA) with on-column DNase I digestion to remove contaminating genomic DNA. Relative ADAM23 mRNA levels were quantified by RT-qPCR using the Bio-Rad iTaq Universal SYBR Green system. The mRNA degradation rate constant (K_decay) was calculated according to the equation ln(C/C_0_) = −K_decay·t, where C_0_ represents the mRNA level at time 0 prior to decay, C represents the mRNA level at time t, and t denotes the duration of transcriptional inhibition. K_decay was derived from exponential decay fitting of C/C_0_ versus time.

The mRNA half-life (t_1_/_2_), defined as the time required for mRNA levels to decrease to 50% of the initial value (C/C_0_ = 1/2), was calculated using the equation ln(1/2) = −K_decay·t_1_/_2_. Rearrangement yields were calculated as t_1_/_2_ = ln(2)/K_decay.

### 2.14. Statistical Analysis

Data are presented as means ± standard deviation (SD). Comparisons between two groups were performed by using the two-tailed Student’s *t*-test, while one-way analysis of variance (ANOVA) was used for comparisons among multiple groups. A *p*-value < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Cisplatin Exposure Is Associated with Increased METTL3 Expression and Global m^6^A Levels in OC Cells

To investigate whether RNA methylation is associated with Pt resistance in OC, we first examined the expression of key m^6^A regulatory components following cisplatin exposure. As shown in Figure 1A, cisplatin treatment was significantly associated with the increased expression of the methyltransferase components *METTL3* and *WTAP*, whereas the RNA demethylase *FTO* was markedly reduced. This transcriptional shift toward enhanced m^6^A deposition was not limited to acute drug exposure. In established cisplatin-resistant (CisR) cells [31,32,33], m^6^A writer genes, including *METTL3*, *METTL14*, and *WTAP*, were consistently upregulated, while the eraser genes *FTO* and *ALKBH5* were significantly downregulated relative to cisplatin-sensitive (CisS) cells (Supplementary Figure S1A). At the protein level, METTL3 expression was also elevated in OC cells following cisplatin treatment compared with untreated controls (Figure 1B). To assess whether these transcriptional and protein-level changes were accompanied by altered RNA methylation, we measured global m^6^A levels following cisplatin exposure. Cisplatin treatment induced a marked increase in total m^6^A levels (Figure 1C and Figure S1B). Similarly, cisplatin-resistant cells exhibited elevated METTL3 protein levels (Figure 1D) together with increased global m^6^A levels compared with cisplatin-sensitive counterparts (Figure 1E). Together, these findings indicate that both acute cisplatin exposure and acquired Pt resistance are associated with increased METTL3 expression and elevated global m^6^A RNA methylation in OC cells.

Next, we investigated the clinical relevance of METTL3 expression in OC using multiple publicly available datasets. Analysis of the CPTAC cohort showed that METTL3 protein levels were significantly higher in OC tissues compared with normal fallopian tube epithelium (Figure 1F). Consistent with this observation, transcriptomic data from the CPADS database revealed that METTL3 mRNA expression was markedly elevated in ovarian tumors categorized as CisR relative to those categorized as CisS (Figure 1G). In addition, at the single-cell level, analysis of the GSE222556 dataset demonstrated that the proportion of METTL3-high cells (cutoff at 70th percentile) was increased in post-chemotherapy samples (34% of all cells) compared with pre-treatment samples (29% of all cells, *p* < 0.0001, Figure 1H). Further interrogation of scRNA-seq data from the GSE184880 dataset showed that METTL3 expression was predominantly enriched within epithelial tumor cell populations relative to stromal and immune cells (Figure 1I). Finally, correlation analysis within the CPADS cohort revealed a positive association between METTL3 expression levels and predicted cisplatin IC_50_ values derived from transcriptomic signatures (Figure 1J), consistent with an association between elevated METTL3 expression and reduced Pt sensitivity.

Overall, our results indicate that cisplatin exposure is associated with increased METTL3 expression and elevated global m^6^A RNA methylation, features that are also enriched in chemoresistant ovarian tumors and cell models. Elevated METTL3 expression correlates with reduced sensitivity to Pt-based therapy, supporting a potential association between METTL3-dependent RNA methylation programs and Pt resistance.

### 3.2. METTL3 Expression Is Associated with Cisplatin Sensitivity in OC Cells

To examine the relationship between METTL3 expression and cisplatin response, we assessed drug sensitivity in OC cells in which METTL3 levels were genetically manipulated. Forced expression of METTL3 was associated with increased cisplatin IC_50_ values compared with vector-control-transduced cells (Figure 2A,B), indicating reduced sensitivity in the context of elevated METTL3 expression. In contrast, METTL3 depletion using two independent shRNAs (shMETTL3-1 and shMETTL3-2) in OVCAR5 cells was associated with decreased cisplatin IC_50_ (Figure 2A,C). Consistent trends were observed in additional OC cell lines, including OVCAR4 and COV362 cells, in which METTL3 overexpression correlated with higher cisplatin IC_50_ values, whereas METTL3 shRNA-mediated depletion was associated with increased cisplatin sensitivity (Figure 2D–I). These results support a consistent association between METTL3 expression levels and cisplatin response across multiple OC models.

Additionally, a colony-forming assay was used to assess the association between METTL3 expression and OC cell growth. As shown in Supplementary Figure S1C, overexpression of METTL3 was associated with a significant increase in colony number, consistent with enhanced clonogenic growth. Consistent with these observations, correlative survival analysis using publicly available TCGA data for high-grade serous OC from cBioPortal showed that higher METTL3 expression was associated with poorer overall survival (hazard ratio, 1.34; 95 percent confidence interval, 1.16 to 1.55; log rank *P* = 8.6 × 10^−5^; Supplementary Figure S1D).

To further evaluate the functional relevance of METTL3 activity, we utilized STM2457, a selective catalytic inhibitor of METTL3 [24,34]. Treatment with STM2457 was associated with a dose-dependent reduction in global m^6^A RNA methylation, consistent with inhibition of METTL3 enzymatic activity (Supplementary Figure S1E). Pharmacologic METTL3 inhibition was associated with decreased cisplatin IC_50_ values (Figure 3A) and partial attenuation of the METTL3-associated resistant phenotype (Figure 3B). These results support an association between METTL3-dependent RNA methylation and cisplatin responsiveness in OC cells.

We next evaluated the effects of METTL3 inhibition in vivo by using the ID8-luc OC i.p. model, with tumor progression monitored by IVIS bioluminescence imaging. No significant differences in body weight were observed among treatment groups, indicating comparable tolerability across conditions (Supplementary Figure S2A). In contrast, combination treatment with carboplatin and STM2457 was associated with a marked reduction in tumor burden, as assessed by bioluminescence imaging, compared with vehicle control or either carboplatin or STM2457 monotherapy (Figure 3C,D). The combination treatment was also associated with significantly reduced tumor weight and ascites volume at the experimental endpoint relative to control or single-agent treatment groups (Figure 3E,F). To further quantify disease burden, we measured the number of cells present in ascites fluid (cells/mL). Carboplatin alone did not significantly alter ascites cell counts, and STM2457 monotherapy showed only a modest, non-significant trend toward reduction. In contrast, combined treatment with carboplatin and STM2457 was associated with a significant decrease in ascites cell numbers compared with the control and single-agent groups (Figure 3G). To assess the effects of carboplatin and STM2457 in vivo, we measured global m^6^A methylation in RNA extracted from the harvested tumors. Consistent with the findings from in vitro experiments, carboplatin treatment was associated with increased global m^6^A levels in tumors, whereas co-treatment with STM2457 attenuated carboplatin-induced m^6^A RNA methylation (Supplementary Figure S2B).

Collectively, these results indicate that METTL3 activity is associated with Pt resistance in OC. Both genetic depletion and pharmacologic inhibition of METTL3 were associated with increased cisplatin sensitivity in vitro and significantly reduced tumor burden in vivo. Taken together, our findings support a role for METTL3-mediated RNA methylation in modulating chemoresistance and suggest that METTL3 may represent a potential strategy to enhance the efficacy of Pt-based therapy in OC.

### 3.3. Transcriptomic Profiling Identifies METTL3-Dependent Gene Programs Linked to Cisplatin Resistance

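OVCAR5, an established human ovarian cancer cell line, was transduced with lentivirus carrying METTL3 or with the empty PCDH vector, and mRNA was sequenced from 3 METTL3-overexpressing and 3 vector control libraries. The labels name no cisplatin treatment for these libraries. One part of the labels calls the control cells parental and another part gives them the empty vector, as the paper does. The paper's methods describe single-end reads and an NEBNext kit, whereas the labels describe paired-end reads and a stranded TruSeq kit. The authors aligned the reads to hg38 with hisat2, counted them per gene with Subread and deposited the raw counts of 60649 gene rows, without normalization. The total counts were 108933916, 125463386 and 101214854 in METTL3-overexpressing replicates 1, 2 and 3, and 96633925, 113343102 and 110532334 in vector control replicates 1, 2 and 3. Between 67.6% and 70.5% of the counts from 1 to 20 were even numbers, as when both mates of a read pair are counted, so counts divided by 2 were also tested. All 37 mitochondrial genes were listed at 0 in the 6 libraries. Gene names came from GENCODE release 44, which matched 60507 of the identifiers. The 22038 genes that passed edgeR's filter on low counts were scaled by TMM and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment, on all 6 libraries. METTL3 checked the labels. It was at 152.4, 165.5 and 175.3 CPM in the METTL3-overexpressing libraries and at 80.6, 68.6 and 71.6 CPM in the vector control libraries. Its log2 fold change was 1.16 (standard error 0.117, adjusted p = 0.072 from edgeR's test). The METTL3 groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow).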

To explore downstream transcriptional changes associated with METTL3 activity in the context of cisplatin resistance, we performed RNA-sequencing in METTL3-overexpressing and METTL3 KD OC cells, followed by differential expression and pathway analyses. 

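With all 6 libraries, 0 of the tested genes had an adjusted p-value under 0.05 between METTL3-overexpressing and vector control cells in edgeR's quasi-likelihood test. An unadjusted p-value under 0.05 was found for 1830 genes, of which 969 were higher and 861 lower with METTL3. DESeq2, the tool that the methods name, called 225 genes on the same libraries at an adjusted p-value under 0.05, 156 higher and 69 lower. Without a filter on low counts, edgeR called 560 genes. Replicate 1 of both groups lay apart from the other libraries, and the number of genes depended on these 2 libraries. Of the 6 fits that each left out 1 library, 5 called 0 genes, and the fit without vector control replicate 1 called 367, of which 153 were higher and 214 lower. In the comparison of replicates 2 and 3 of each group, which was chosen after the values were seen, edgeR called 3362 genes, 1469 higher and 1893 lower. The balance was not stable, since removing each library's trend with GC content and transcript length there gave 2688 higher and 2016 lower. DESeq2 called 3095 genes there at an adjusted p-value under 0.05, and 4921 genes had an unadjusted p-value under 0.05. With 2 libraries per group these calls rest on the spread between 2 replicates.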

METTL3 overexpression was associated with altered expression of 4920 genes compared with vector control, whereas shMETTL3-1 and shMETTL3-2 KD resulted in 6559 and 4199 differentially expressed genes (DEGs), respectively (FDR < 0.05). Integration of these datasets identified 1089 overlapping genes whose expression patterns were consistently associated with METTL3 perturbation (Figure 4A). Among these genes, 257 were upregulated in METTL3-overexpressing cells and downregulated following METTL3 silencing, while 231 displayed the opposite pattern (FDR < 0.05; fold-change ≥ 2; Figure 4B,C). 

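For the METTL3-overexpressing cells, the fold change minimum of 2 was met by 0 genes with an adjusted p-value under 0.05 on all 6 libraries, and edgeR's test against a fold change of 2 (glmTreat) also called 0. Whatever their p-value, 604 genes had a fitted fold change of at least 2 in either direction. DESeq2 called 84 such genes, 43 higher and 41 lower, and edgeR without a filter on low counts called 212, 93 higher and 119 lower. Without vector control replicate 1, edgeR called 156, 42 higher and 114 lower. For replicates 2 and 3 of each group, a choice made after the values were seen, edgeR called 118 higher and 279 lower genes at this fold change, and DESeq2 called 81 higher and 186 lower. The knockdown libraries were not analysed here, so the overlap with METTL3 silencing was not computed. The paper intersects the genes changed by METTL3 overexpression with those changed by both shRNAs, and it describes the shared genes as consistently associated with METTL3 perturbation.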

Heatmap visualization of these transcripts revealed clear separation of METTL3-associated transcriptional signatures across experimental conditions (Figure 4B,C).

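The libraries of the overexpression experiment were compared by principal components of log2 CPM with a prior count of 2. Component 1 held 40.5% of the variance and placed replicate 1 of both groups, at -52.9 with METTL3 and -43.0 with the vector, opposite the other 4 libraries, which lay between 6.15 and 40.9. Component 2 held 22.8% of the variance and placed the METTL3-overexpressing libraries at 35.8, 15.5 and 13.6 and the vector control libraries at -51.3, -0.908 and -12.8. The mean distance between libraries of different groups was 1.04 times that between libraries of one group, and 3 of the 10 splits of the 6 libraries gave a ratio as large (exact permutation test, one-sided, p = 0.3, against a smallest possible p of 0.1). The larger ratios, 1.111 and 1.099, came from splits with both replicate 1 libraries on one side. Among the 4 splits that part the libraries of every replicate number, the real one gave the largest ratio, but 4 splits are too few to test it. Over the 500 most variable genes the ratio was 1.02. It was 0.99 without METTL3-overexpressing replicate 1, 1.13 without vector control replicate 1, and 1.22 in replicates 2 and 3 of each group. No 2 libraries held the same counts. Between replicates 2 and 3 of one group the chi-square per degree of freedom of the counts was 13.0 with METTL3 and 13.4 with the vector. It was from 118 to 264 where replicate 1 of that group was compared with either of them. Between the groups it was from 48.3 to 64.6 within replicates 2 and 3, and 289 between the replicate 1 libraries. That was the largest value of any pair, so the replicate 1 libraries also lay far from each other.

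**Figure D1:**
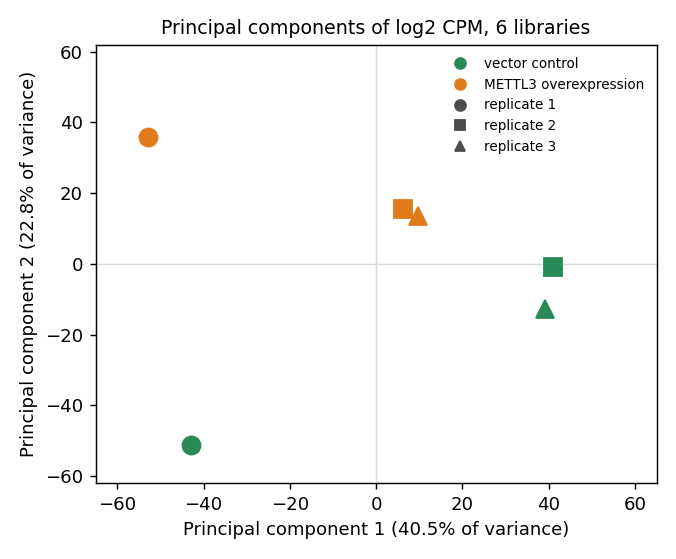
Principal components 1 and 2 of log2 CPM for the 6 libraries, in units of the component scores, with colour for the group and symbol for the replicate number. Replicate 1 of both groups sits at -52.9 and -43.0 on component 1, and replicates 2 and 3 of both groups sit between 6.15 and 40.9.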

To further characterize functional pathways associated with METTL3-regulated transcriptional changes, we performed enrichment analysis of overlapping DEGs that were regulated in opposite directions by METTL3 overexpression and METTL3 KD. 

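The pathway collections behind the enrichment analysis were not used here, and lists of genes for each pathway were written by hand before the counts were read. Each list was tested across all genes with camera, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 8 lists. The 68 type I interferon genes had a mean log2 fold change of 0.061 with METTL3 overexpression, with 45 higher and 23 lower (adjusted p = 0.127 from camera). Of 107 NOD-like receptor pathway genes, 58 were higher and 49 lower, with a mean of 0.037 (adjusted p = 0.192 from camera). The 41 homologous recombination genes went the other way, with a mean of -0.065 and 27 of them lower (adjusted p = 0.192 from camera). None of the 8 lists passed an adjusted p-value of 0.05 with camera, with fry or with an estimated correlation on all 6 libraries. Without vector control replicate 1, the interferon list passed (adjusted p = 4.34e-06 from camera). That fit keeps METTL3-overexpressing replicate 1, and 52 of the 68 interferon genes were higher in replicate 1 than in the other libraries. The pass therefore does not separate METTL3 from replicate 1. Without METTL3-overexpressing replicate 1 the list did not pass (adjusted p = 0.722 from camera). In replicates 2 and 3 of each group, chosen after the values were seen, 54 interferon genes were higher and 14 lower (adjusted p = 0.000137 from camera), and 7 genes of this list are in Table S2. It passed without those genes as well (adjusted p = 0.00186 from camera). The call did not hold with fry (adjusted p = 0.138) or an estimated correlation (adjusted p = 0.466). There the homologous recombination list changed direction, with 27 genes higher and 14 lower (adjusted p = 0.105 from camera), and the NOD-like receptor list stayed higher (adjusted p = 0.0517).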

Pathway enrichment analysis of genes upregulated in METTL3-overexpressing cells and downregulated following METTL3 depletion, using WikiPathways and KEGG, revealed significant enrichment of pathways related to innate immune and stress–response signaling, including the “NOD-like receptor signaling pathway” and “type I interferon signaling”, as well as pathways involved in homologous-recombination-mediated DNA-damage repair (Figure 4D,E). These pathways have been previously associated with cellular responses to chemotherapy-induced genotoxic stress [6,35].

Conversely, functional analysis of genes downregulated in METTL3-overexpressing cells and upregulated following METTL3 depletion revealed significant enrichment of pathways related to VEGF/VEGFR2 signaling, TGF-β signaling, and Notch3-associated apoptotic regulation (Figure 4F,G). These pathways have been previously implicated in the regulation of cell-adhesion dynamics, tumor microenvironment interactions, and sensitivity to apoptosis, biological processes that are frequently altered during Pt treatment and the development of a resistant phenotype [36,37].

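The hand-written VEGFA-VEGFR2 and TGF-β lists were higher rather than lower with METTL3 overexpression on all 6 libraries in the camera test, and neither passed. Of 64 VEGFA-VEGFR2 genes, 40 were higher and 24 lower, with a mean log2 fold change of 0.062 (adjusted p = 0.127 from camera). The 61 TGF-β genes had a mean of -0.011 and a median of 0.043, with 35 higher and 26 lower (adjusted p = 0.192 from camera). The result depended on single libraries. Both lists changed direction when vector control replicate 1 was left out (adjusted p = 0.602 for each from camera). The VEGFA-VEGFR2 list passed as higher without METTL3-overexpressing replicate 1 (adjusted p = 0.0172), vector control replicate 2 (adjusted p = 0.00383) or vector control replicate 3 (adjusted p = 0.0133 from camera). The TGF-β list passed as higher without vector control replicate 2 or 3 (adjusted p = 0.0426 and 0.0227 from camera). Both lists were lower in replicate 1 than in the other libraries (adjusted p = 3.61e-05 and 7.64e-06 from camera), though neither passed fry. In the fits that passed, replicate 1 was a larger share of the vector controls than of the METTL3 libraries. These passes therefore do not separate METTL3 from replicate 1. In replicates 2 and 3 of each group, chosen after the values were seen, 39 of 65 VEGFA-VEGFR2 genes were lower (adjusted p = 0.389 from camera) and 33 of the TGF-β genes were lower with a mean log2 fold change of -0.10 (adjusted p = 0.238 from camera). A list for Notch3 was not tested.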

Taken together, these results demonstrate that METTL3 is associated with transcriptional remodeling in OC under Pt-induced stress, characterized by regulation of DNA-repair, cell survival, and apoptotic pathways. This METTL3-associated transcriptional reprogramming may contribute to chemoresistance through coordinated modulation of gene networks involved in cisplatin response.

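The labels name no cisplatin for these libraries. The hand-written list of 55 apoptosis genes showed no shift with METTL3 overexpression. Of them, 25 were higher and 30 lower, with a mean log2 fold change of -0.0053 (adjusted p = 0.938 from camera). The direction of this list changed with the normalization, and in replicates 2 and 3 of each group 29 genes were higher and 26 lower (adjusted p = 0.389 from camera).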

### 3.4. ADAM23 Is a METTL3-Regulated Transcript Associated with Pt

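ADAM23 (ENSG00000114948.13) lies on chromosome 2 of GRCh38 from 206443532 to 206621127 on the forward strand. It was at 7.69, 11.0 and 11.1 CPM in METTL3-overexpressing replicates 1, 2 and 3, and at 6.41, 18.6 and 17.7 CPM in vector control replicates 1, 2 and 3. The means were 9.95 ± 1.96 CPM (SD, n = 3) and 14.2 ± 6.80 CPM (SD, n = 3). The log2 fold change was -0.52 (standard error 0.364, adjusted p = 0.687 from edgeR's quasi-likelihood test), so the difference was within the spread between replicates, and vector control replicate 1 lay below all METTL3-overexpressing libraries. In replicates 2 and 3 of each group, chosen after the values were seen, the log2 fold change of ADAM23 was -0.71 (standard error 0.0764, adjusted p = 1.82e-05 from the same test), and within replicate 1 the difference was 0.31 on the log2 scale. DESeq2 gave an adjusted p of 0.71 on all 6 libraries. Over its alternatives with all 6 libraries or 1 left out, the adjusted p of ADAM23 ranged from 0.0607 without vector control replicate 1 to 0.925 without vector control replicate 3.
OAS1 (ENSG00000089127.15, chromosome 12, 112905856 to 112933219) and OAS2 (ENSG00000111335.14, chromosome 12, 112978395 to 113011723) are paralogs whose reads counting could have split. OAS1 was at 28.8 ± 6.56 CPM (SD, n = 3) with METTL3 and 25.9 ± 8.98 CPM (SD, n = 3) with the vector, a log2 fold change of 0.15 (standard error 0.251, adjusted p = 0.871 from edgeR's test), and its sign changed without METTL3-overexpressing replicate 1. OAS2 was at 3.52 ± 0.895 and 3.01 ± 1.33 CPM (SD, n = 3 each), a log2 fold change of 0.23 (standard error 0.321, adjusted p = 0.843 from edgeR's test). CA2 (ENSG00000104267.10, chromosome 8, 85463968 to 85481493) was at 25.1 ± 6.85 CPM with METTL3 and 31.9 ± 5.70 CPM with the vector (SD, n = 3 each), a log2 fold change of -0.35 (standard error 0.224, adjusted p = 0.665 from edgeR's test). HLA-G (ENSG00000204632.12, chromosome 6, 29826967 to 29831125) belongs to a family of similar genes, and 25.8% of its exonic bases lie opposite exons of the other strand, so its reads are uncertain. It was at 1.26 ± 0.175 and 0.745 ± 0.397 CPM (SD, n = 3 each), a log2 fold change of 0.77 (standard error 0.396, adjusted p = 0.633 from edgeR's test). When replicates 2 and 3 of each group were used, OAS1 (log2 fold change 0.27, adjusted p = 0.0138), CA2 (-0.28, adjusted p = 0.011) and HLA-G (1.16, adjusted p = 0.0304) passed edgeR's test, and OAS2 (0.42, adjusted p = 0.0723) did not.

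**Figure D2:**
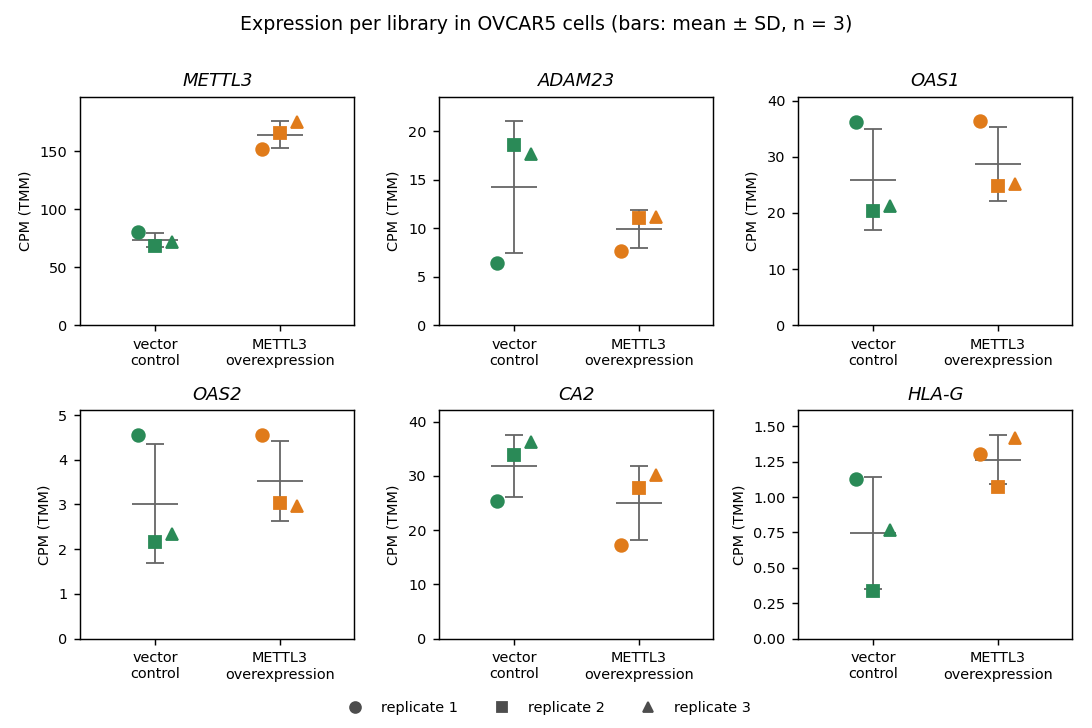
CPM of METTL3, ADAM23, OAS1, OAS2, CA2 and HLA-G in each library, with a symbol for each replicate number and bars for the mean ± SD of 3 libraries per group. METTL3 lies between 152.4 and 175.3 CPM with METTL3 overexpression and between 68.6 and 80.6 CPM with the vector, and ADAM23 in vector control replicate 1 lies at 6.41 CPM, below the other vector control libraries at 17.7 and 18.6 CPM.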

To validate the transcriptomic changes induced by METTL3 and to assess the consistency of METTL3-dependent gene regulation, we examined expression patterns of the top eighty overlapping differentially expressed candidates identified through integrative analysis, including *ADAM23*, *OAS1*, *OAS2*, *CA2*, and *HLA-G* (Figure 5A and Supplementary Table S2). As shown in Figure 5B and Figure S3, these transcripts exhibited concordant expression changes across both METTL3 overexpression and METTL3 KD models, consistent with regulation in a METTL3-dependent manner. Among these candidates, *ADAM23* emerged as a consistently regulated transcript, showing marked downregulation in METTL3-overexpressing cells and significant upregulation following METTL3 KD (Figure 5B, bottom panel). ADAM23 encodes an adhesion-related tumor suppressor previously reported to inhibit invasion and metastasis in several malignancies, including breast and pancreatic cancers [20,23,38]. Quantitative RT-qPCR confirmed that ADAM23 expression was reduced in CisR OC cells across multiple models (OVCAR5, SKOV3, COV562, and PEO4 cells) compared with parental sensitive cells (Figure 5C, bottom panel). In contrast, METTL3 expression levels were increased in Pt-R OC cells, inversely correlated with ADAM23 expression (Figure 5C, top panel). We next examined whether cisplatin exposure modulates METTL3-associated regulation of *ADAM23*. Cisplatin treatment was associated with reduced *ADAM23 mRNA* levels accompanied by increased METTL3 expression (Figure 5D). Inhibition of METTL3 catalytic activity using STM2457 did not alter METTL3 transcript levels, as expected, but was associated with a significant increase in ADAM23 mRNA expression (Figure 5D). Notably, STM2457 treatment attenuated cisplatin-associated suppression of *ADAM23*, suggesting that downregulation of *ADAM23* during Pt treatment occurs, at least in part, through a METTL3-dependent mechanism. These findings indicate that METTL3 activation contributes to cisplatin-associated transcriptional remodeling and that ADAM23 is regulated as part of a broader METTL3-dependent gene program linked to Pt resistance.

To further determine whether ADAM23 is regulated in a METTL3-dependent manner and to examine its association with Pt resistance and key regulators of m^6^A methylation, we analyzed transcriptomic profiles of OC cells treated with cisplatin, the METTL3 inhibitor STM2457, and vehicle control using RNA-sequencing. These analyses revealed a consistent relationship linking METTL3 activity, global RNA methylation programs, and ADAM23 expression. As shown in Figure 5E, METTL3 and ADAM23 mRNA levels were strongly inversely correlated (r = −0.97), indicating a robust association between the two transcripts. Cisplatin treatment induced coordinated upregulation of multiple m^6^A writer components, including METTL3, METTL4, VIRMA, CBLL1, and WTAP, consistent with a shift toward a hypermethylated RNA state (Figure 5F). In contrast, METTL3 inhibition by STM2457 was associated with reduced expression levels of writer components, consistent with a hypomethylated RNA signature. ADAM23 expression tracked closely with these methylation states, showing downregulation in cisplatin-treated cells, where writer expression was elevated, and increased expression following STM2457 treatment. This inverse METTL3–ADAM23 relationship was reproduced in both cisplatin-resistant and cisplatin-sensitive OVCAR5 and COV362 cells, supporting the generalizability of this regulatory association (Supplementary Figure S4A,B). Consistent with in vitro observations, carboplatin treatment in vivo was associated with a modest increase in Mettl3 expression and a corresponding decrease in Adam23 expression in tumor RNA from the ID8 intraperitoneal mouse model, although these changes did not reach statistical significance (Supplementary Figure S4C,D). Notably, STM2457 treatment, particularly in combination with carboplatin, was associated with increased Adam23 mRNA expression in ID8 intraperitoneal mouse models (Supplementary Figure S4C,D). Together, these findings support the relevance of the proposed METTL3-associated regulatory relationship involving ADAM23 in both in vitro and in vivo contexts.

To determine whether ADAM23 is regulated in an m^6^A-associated manner, we performed motif prediction analysis using the Sequence-based RNA Adenosine Methylation site Predictor (SRAMP) [39], which identified multiple high-confidence m^6^A consensus motifs within the ADAM23 mRNA transcript (Figure 5G). Consistent with this prediction, gene-specific m^6^A quantitative RT-qPCR following m^6^A immunoprecipitation revealed significantly increased m^6^A enrichment on ADAM23 transcripts in METTL3 overexpressing cells compared with control cells (Figure 5H). To assess whether METTL3 expression is associated with altered ADAM23 mRNA stability, METTL3-overexpressing cells were treated with actinomycin D. The apparent half-life of ADAM23 mRNA was reduced in METTL3-overexpressing (3.234 h) relative to vector-control-transduced cells (8.021 h; Figure 5I). Together, these results support an association between METTL3-dependent m^6^A modification and reduced ADAM23 mRNA stability, consistent with post-transcriptional regulation through this pathway.

To evaluate the functional relevance of ADAM23 in the context of Pt-resistance, we generated ADAM23-overexpressing cells in parental OC lines, CisR cells, and METTL3-overexpressing cells (Supplementary Figure S4E–G). While ADAM23 overexpression did not significantly alter colony-forming capacity (Supplementary Figure S4H), it was associated with reduced spheroid formation, indicating impaired three-dimensional growth (Supplementary Figure S4I). ADAM23 overexpression resulted in only a modest reduction in cisplatin IC_50_ values in CisS cells (Supplementary Figure S4J). In contrast, restoration of ADAM23 expression in CisR cells was associated with a significant increase in cisplatin sensitivity (Figure 5J). Similarly, forced expression of ADAM23 in METTL3-overexpressing OVCAR5 cells was associated with reduced cisplatin IC_50_ values compared with METTL3-overexpressing control cells (Figure 5K), partially reversing the resistant phenotype. Consistent with its reported tumor-suppressive role in other cancer models [22,40], survival analysis of TCGA OC datasets demonstrated that higher ADAM23 expression was associated with improved overall survival (Figure 5L). Collectively, these findings support ADAM23 as a functionally relevant, METTL3-regulated transcript whose reduced expression is associated with Pt resistance. Restoration of ADAM23 expression or pharmacologic inhibition of METTL3-dependent RNA methylation may, therefore, represent a potential therapeutic strategy to enhance Pt responsiveness in OC.

## 4. Discussion

Pt-based chemotherapy remains the cornerstone of frontline treatment for OC; however, the majority of patients eventually relapse with Pt-resistant disease, which remains a critical barrier to improved patient survival [6]. Recent evidence suggests that epitranscriptomic modifications contribute to treatment failure across cancer types [41]. In this study, we identify METTL3-associated m^6^A regulation as an important contributor to the development of cisplatin resistance in OC and describe a previously unrecognized METTL3-ADAM23 regulatory relationship associated with response to Pt.

Our work demonstrates that METTL3 expression and global m^6^A levels are markedly elevated following cisplatin exposure and in Pt-R OC models, consistent with prior reports linking m^6^A methyltransferases to tumor progression and drug tolerance [42,43]. Gain- and loss-of-function studies showed that METTL3 overexpression enhances cisplatin resistance, whereas genetic depletion or pharmacologic inhibition of METTL3 is associated with downregulation of the RNA chemosensitivity. We had previously noted that Pt resistance was associated with downregulation of the RNA demethylase FTO [44]. The results presented here and prior observations highlight that m^6^A modifications and METTL3 activity are closely linked to Pt response and expand our understanding of how RNA modifications contribute to therapy resistance in cancer.

Importantly, pharmacologic inhibition of METTL3 using STM2457-sensitized OC cells on cisplatin in vitro and was associated with reduced tumor burden and ascites formation in vivo in combination with carboplatin, underscoring the translational potential of targeting m^6^A-regulated pathways in Pt-R OC. By identifying a METTL3-dependent, m^6^A-associated regulatory relationship involving ADAM23, our work further illustrates how epitranscriptomic alterations may shape therapeutic vulnerability in OC. Consistent with reports that METTL3 contributes to chemoresistance in other tumor types [43,45], these findings support the involvement of m^6^A-associated mechanisms in Pt resistance in OC. Given the acceptable safety profile of first-generation m^6^A inhibitors [34,46,47] and the observed activity of METTL3 blockade, therapeutic disruption of this pathway may warrant further investigation as a strategy to overcome Pt resistance. Future studies will be essential to define the broader m^6^A landscape in CisR tumors and to identify additional METTL3-regulated transcripts that influence tumor cell survival or immune evasion.

Mechanistically, we identified ADAM23 as a transcript whose expression is associated with METTL3-dependent m^6^A regulation. This is the first evidence linking epitranscriptomic regulation to ADAM23 mRNA stability. This metalloproteinase was characterized as a tumor suppressor [22] and shown to act as a negative regulator of integrin-mediated cell-to-matrix adhesion through direct interaction with the αvβ3 integrin [20]. Although its functional role in Pt response has not been previously delineated, integrin-dependent survival pathways, including FAK, ILK, and AKT signaling, are well-established drivers of cell-adhesion-mediated drug resistance in OC [48,49,50,51]. Integrins such as β1, α5β1, and αvβ3 protect OC cells from cisplatin-induced apoptosis and promote invasive and stem-like phenotypes, and their expression correlates with poor clinical outcomes [52,53,54]. Reduced ADAM23 expression, often associated with promoter hypermethylation, has been linked to metastasis, aggressive tumor biology, and decreased survival in OC [55].

Given the established effects of ADAM23 in integrin signaling, reduced ADAM23 expression in METTL3-high settings provides a biologically coherent explanation for how m^6^A-associated regulation may contribute to Pt resistance. Based on the robust involvement of integrin signaling in the response to Pt [56,57], restoration of ADAM23 function could represent a potential strategy to enhance sensitivity to cisplatin and carboplatin. By reducing αvβ3 and β1 integrin activation, ADAM23 may weaken extracellular matrix-dependent survival programs and thereby increase susceptibility to Pt-induced apoptosis.

Our findings further indicate that Pt exposure is associated with increased METTL3 expression and global m^6^A levels, accompanied by reduced ADAM23 mRNA stability. While our data establish a functional association between METTL3-dependent m^6^A regulation and ADAM23 repression, the specific m^6^A reader proteins mediating this process were not examined and remain an important direction for future investigation. Nevertheless, METTL3-associated modulation of ADAM23 expression in Pt-treated OC models underscores the functional relevance of this regulatory axis in shaping treatment response. Together, these results highlight ADAM23 as a functionally relevant METTL3-regulated contributor whose restoration may help counteract Pt resistance and enhance the efficacy of Pt-based chemotherapy in OC.

## 5. Conclusions

In summary, these findings identify a previously unrecognized epitranscriptomic mechanism of Pt resistance in OC involving METTL3-dependent m^6^A regulation of ADAM23. The METTL3–ADAM23 regulatory relationship highlights a potential vulnerability in Pt-resistant OC and suggests that inhibition of this m^6^A-regulated pathway may enhance drug sensitivity. More broadly, our data emphasize the importance of RNA-methylation-associated regulatory programs in shaping therapeutic response and support further investigation of epitranscriptomic targets as a strategy to improve treatment outcomes for OC patients.

## Figures and Tables

**Figure 1:**
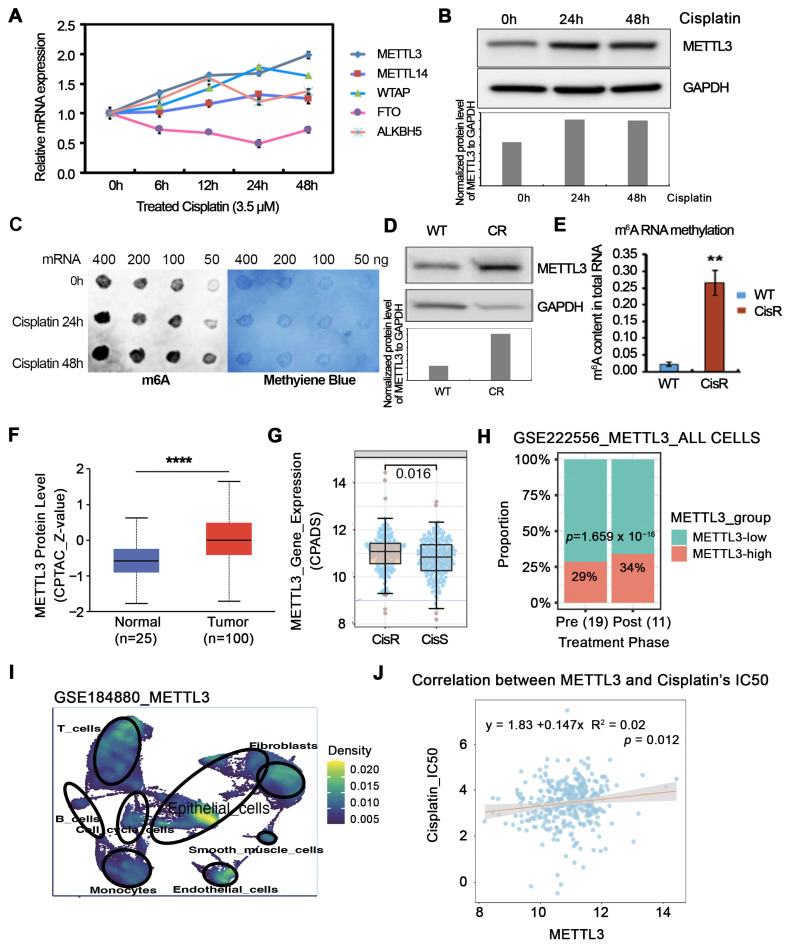
Cisplatin exposure is associated with increased METTL3 expression and global m^6^A RNA methylation. (**A**) mRNA expression levels of RNA-methylation-related genes (METTL3, METTL14, WTAP, FTO, and ALKBH5) in OVCAR5 cells treated with 3.5 µM cisplatin for 0, 6, 12, 24, and 48 h, measured by RT-qPCR. (**B**) Western blot analysis of METTL3 and GAPDH protein expression in OVCAR5 cells treated with 3.5 µM cisplatin for 0, 24, and 48 h. Western blot band intensities were quantified by densitometric analysis using ImageJ (version 1.54g) and normalized to GAPDH. (**C**) Dot blot analysis of m^6^A methylation in OVCAR5 cells treated with cisplatin for 24 and 48 h; methylene blue staining was used as a loading control. (**D**) Western blot analysis of METTL3 and GAPDH protein levels in wild-type (WT, CisS) and CisR OVCAR5 cells. Western blot band intensities were quantified by densitometric analysis using ImageJ and normalized to GAPDH. (**E**) Quantification of global m^6^A methylation levels in wild-type and cisplatin-resistant OVCAR5 cells using the EpiQuik m^6^A RNA methylation quantification kit. Data are presented as means ± SD. ** *p* < 0.01. (**F**) CPTAC proteomics dataset analysis shows METTL3 protein levels in high-grade serous ovarian carcinoma (HGSOC) tumors (*n* = 100) compared with normal ovary (*n* = 25), used as control. Data are presented as means ± SD. **** *p* < 0.0001. (**G**) CPADS transcriptomic analysis shows METTL3 mRNA expression levels in CisR compared to CisS OC specimens from TCGA dataset. (**H**) Single-cell RNA-seq dataset GSE222556: METTL3-high cells (top 30% of METTL3 expression, ≥70th percentile) were more abundant in post-chemotherapy samples (Post) compared to pre-treatment samples (Pre), indicating an enrichment of METTL3-high tumor cell populations following chemotherapy. (**I**) Single-cell RNA-seq dataset GSE184880: Uniform manifold approximation and projection (UMAP) visualization shows enrichment of METTL3 expression within epithelial tumor cell clusters. (**J**) CPADS analysis showing a positive correlation between METTL3 expression and predicted cisplatin IC_50_ values based on transcriptomic signatures across OC samples.

**Figure 2:**
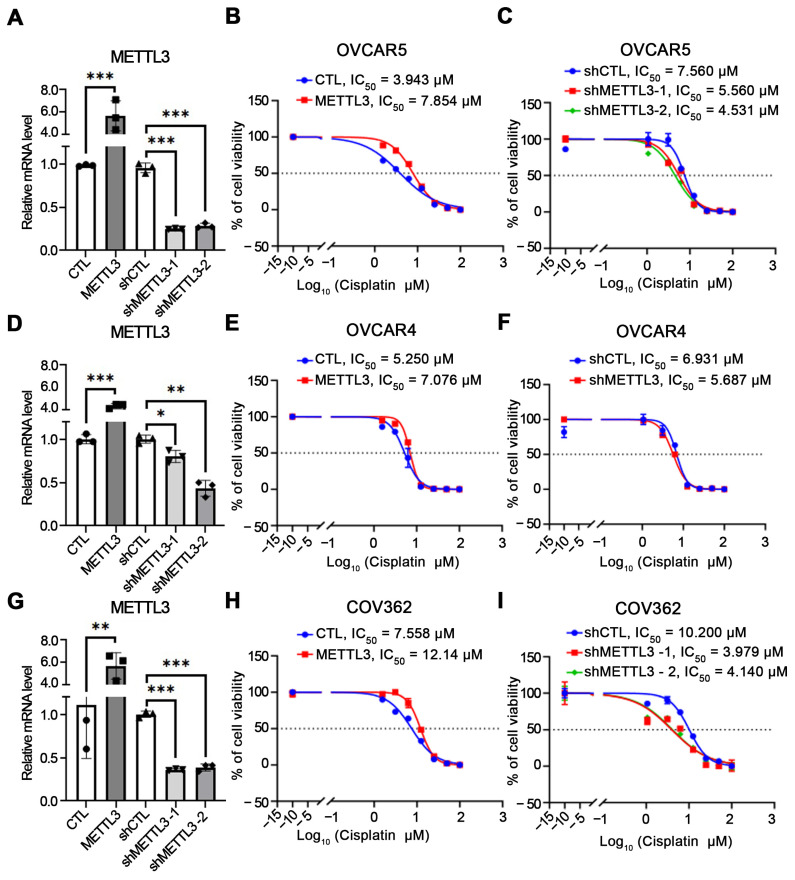
Association between METTL3 expression and cisplatin resistance in OC cells. (**A**) Relative RNA expression of METTL3 in OVCAR5 cells transduced with control vector (CTL) or METTL3-overexpressing construct (METTL3) and in cells with stable knockdown using control shRNA (shCTL) or two independent shRNAs targeting METTL3 (shMETTL3-1, shMETTL3-2). Data are presented as means ± SD. *** *p* < 0.001. (**B**) Cell viability curves of METTL3-overexpressing OVCAR5 cells treated with increasing concentrations of cisplatin. (**C**) Cisplatin sensitivity measured by CCK-8 assay in shCTL, shMETTL3-1, and shMETTL3-2 OVCAR5 cells. (**D**–**F**) Corresponding analyses in OVCAR4 cells: METTL3 expression (**D**), cisplatin response in overexpression model (**E**), and CCK-8 assay in knockdown model (**F**). Data are presented as means ± SD. * *p* < 0.05., ** *p* < 0.01, *** *p* < 0.001. (**G**–**I**) Corresponding analyses in COV362 cells: METTL3 expression (**G**), cisplatin response in overexpression model (**H**), and CCK-8 assay in knockdown model (**I**). Data are presented as means ± SD. ** *p* < 0.01, *** *p* < 0.001. The calculated IC_50_ values for cisplatin are shown for each cell line. Contro groups (PCDH and shCTL) are shown in blue; METTL3 overexpression is shown in red; and METTL3 knockdown is shown using two independent shRNA, shMETTL3-1 (red) and shMETTL3-2 (green).

**Figure 3:**
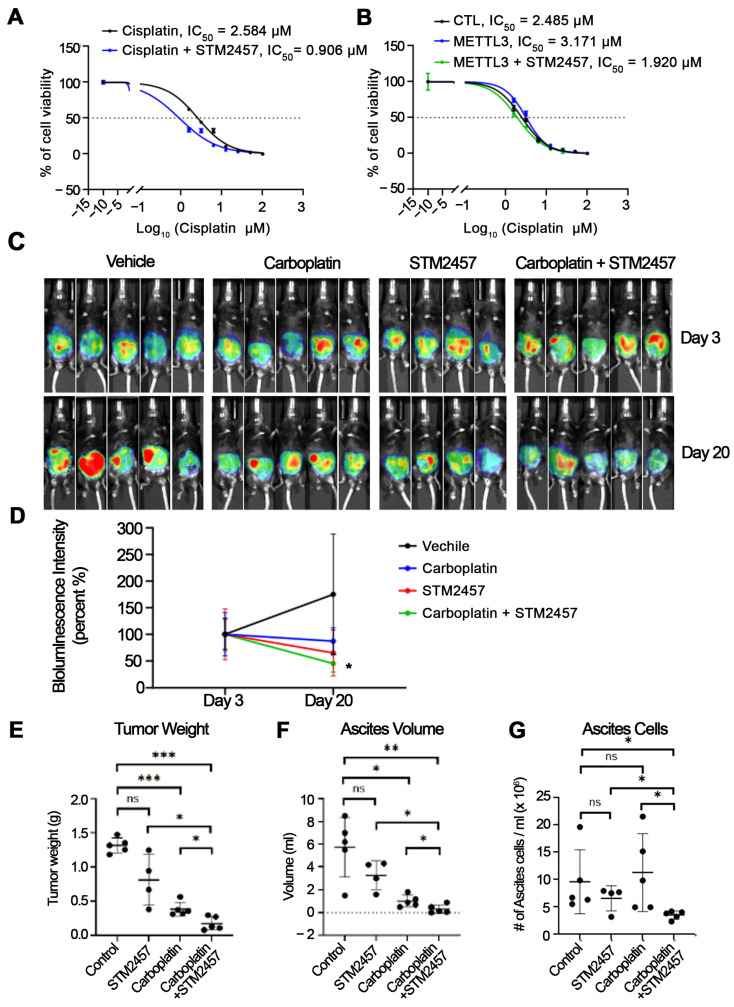
Effects of METTL3 inhibition by STM2457 on Pt sensitivity and tumor burden in vitro and in vivo. (**A**) Cell viability curves of OVCAR5 cells treated with increasing concentrations of cisplatin in the presence or absence of STM2457 (10 µM). Cisplatin-treated cells are shown in black, and cells treated with cisplatin plus STM2457 are shown in blue. (**B**) Cisplatin sensitivity measured by CCK-8 assay in control (CTL), METTL3-overexpressing (METTL3), and METTL3-overexpressing OVCAR5 cells treated with STM2457. CTL is shown in black, METTL3 in blue, and METTL3 plus STM2457 in green. (**C**–**G**) Female C57BL/6 mice were intraperitoneally injected with ID8-luc OC cells and treated with vehicle, carboplatin, STM2457, or a combination of carboplatin + STM2457 (*n* = 5 animals per group). (**C**) Representative IVIS images captured on day 3 (pre-treatment) and day 20 (post-treatment). (**D**) Quantification of bioluminescence intensity before and after drug treatment. Background-corrected flux values were used to assess differences in tumor burden across treatment groups, with bioluminescent intensity normalized to the control group and presented as percent signal relative to baseline. Vehicle is shown in black, carboplatin in blue, STM2457 in red, and carboplatin plus STM2457 in green. (**E**) Total tumor weight at the endpoint. (**F**) Ascites volume measured at the endpoint. (**G**) Total number of cells per mL of ascites (×10^6^) collected at the endpoint. Data are presented as means ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001; ns = not significant.

**Figure 4:**
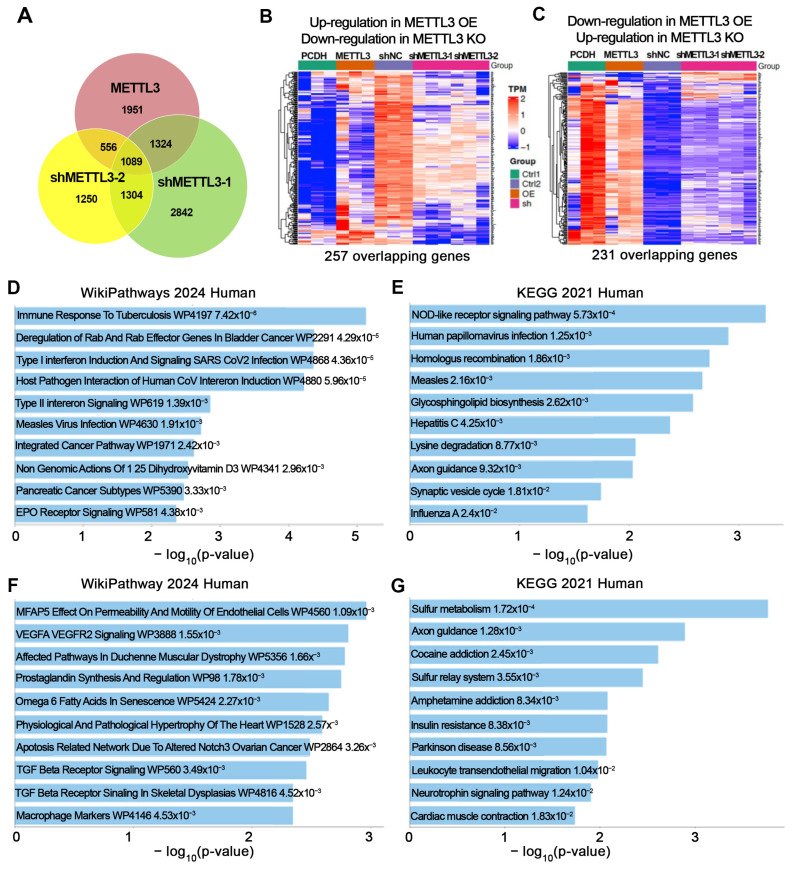
METTL3 is associated with transcriptional programs linked to Pt resistance in OC. (**A**) Venn diagram shows number of overlapping DEGs (FDR < 0.05) identified by RNA-seq in METTL3-overexpressing cells (METTL3) and METTL3 knockdown cells (shMETTL3-1 and shMETTL3-2). (**B**) Heatmap displays significantly upregulated and downregulated genes in METTL3-overexpressing and METTL3-depleted cells (FDR < 0.05). Red indicates higher expression, whereas blue indicates lower expression. Green represents PCDH, orange represents METTL3, Purple represents shNC, and pink represents the two METTL3 shRNA constructs (shMETTL3-1 and shMETTL3-2). (**C**) Heatmap of overlapping DEGs demonstrates distinct clustering between METTL3-overexpressing and METTL3 knockdown groups. Green represents PCDH, orange represents METTL3, Purple represents shNC, and pink represents the two METTL3 shRNA constructs (shMETTL3-1 and shMETTL3-2). (**D**,**E**) Pathway enrichment analysis of genes upregulated by METTL3 overexpression and downregulated by METTL3 knockdown using WikiPathways 2024 Human (**D**) and KEGG 2021 Human (**E**). (**F**,**G**) Pathway enrichment analysis of genes downregulated by METTL3 overexpression and upregulated by METTL3 knockdown using WikiPathways 2024 Human (**F**) and KEGG 2021 Human (**G**).

**Figure 5:**
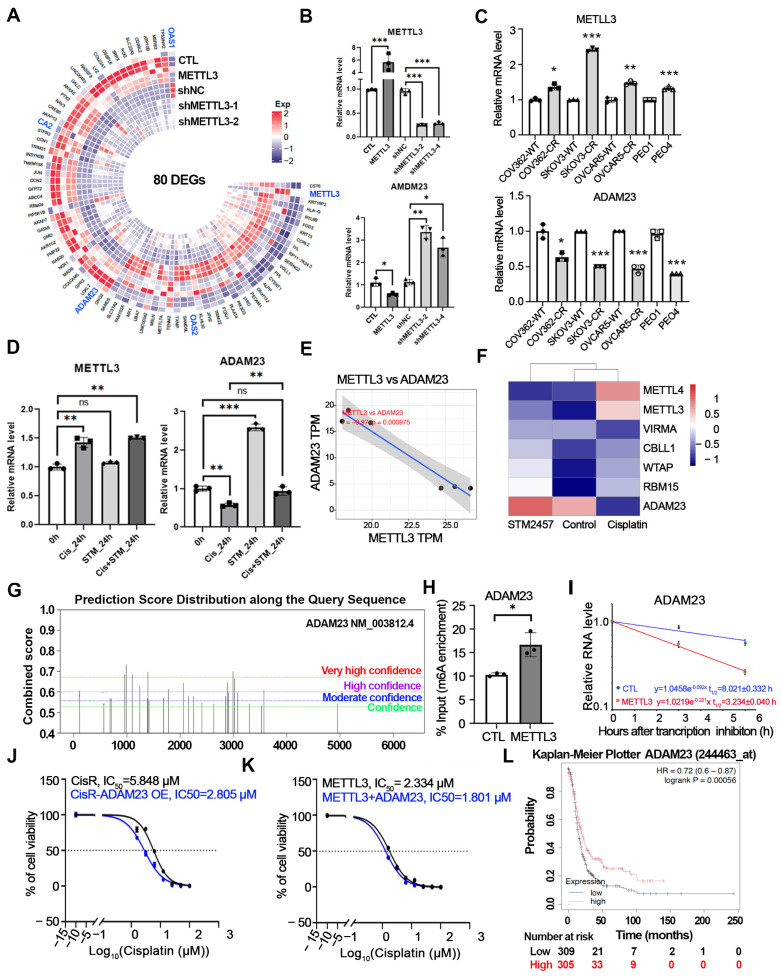
ADAM23 is a METTL3-regulated transcript associated with Pt resistance in OC. (**A**) Heatmap shows the top 80 overlapping DEGs identified from RNA-seq analysis of METTL3-overexpressing and METTL3 knockdown models, highlighting candidates including *ADAM23*, *OAS1*, *OAS2*, *CA2*, and *HLA-G.* (**B**) RT-qPCR validation of ADAM23 expression in METTL3-overexpressing and METTL3 knockdown cells. Data are presented as means ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. (**C**) RT-qPCR analysis of METTL3 and ADAM23 mRNA expression in CisS (denoted as WT) and CisR OC cell lines, including COV362, SKOV3, OVCAR5, PEO1 (sensitive), and PEO4 (resistant). Data are presented as means ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. (**D**) RT-qPCR analysis of ADAM23 and METTL3 mRNA levels in control, cisplatin-treated, STM2457-treated, and cisplatin-plus-STM2457-treated OVCAR5 cells. Data are presented as means ± SD. ** *p* < 0.01, *** *p* < 0.001; ns = not significant. (**E**) Correlation analysis of METTL3 and ADAM23 expression based on RNA-seq data from cisplatin-treated OVCAR5 cells. Each dot represents an individual sample. (**F**) Heatmap showing the expression of m^6^A writer complex components (*METTL4*, *METTL3*, *VIRMA*, *CBLL1*, *WTAP*, *RBM15*) and *ADAM23* in STM2457-treated, control, and cisplatin-treated cells. Expression values are scaled by row. Red indicates higher expression, whereas blue indicates lower expression, based on RNA-seq data from cisplatin-treated OVCAR5 cells. (**G**) Predicted m^6^A consensus motifs within ADAM23 mRNA identified by SRAMP web analysis. (green, moderate confidence; blue, high confidence; purple, high confidence; red, very high confidence). (**H**) Gene-specific m^6^A RT-qPCR showing relative m^6^A enrichment on ADAM23 transcripts in control cells (CTL) and METTL3-overexpressing cells (METTL3). Data are presented as means ± SD. * *p* < 0.05. (**I**) Actinomycin D-based mRNA decay analysis of ADAM23 mRNA transcript in control (CTL) and METTL3-overexpressing cells. Red line indicates METTL3 overexpressing cells, whereas blue indicates control cells. (**J**) CCK-8 assay of CisR cells transduced with control vector or ADAM23 and exposed to graded cisplatin concentrations. The calculated cisplatin IC_50_ values for each condition are displayed. Blue line indicates CisR-ADAM23 OE cells, whereas black indicates CisR cells. (**K**) CCK-8 assay of METTL3-overexpressing cells transduced with control vector or ADAM23 and treated with increasing concentrations of cisplatin. The corresponding cisplatin IC_50_ values are shown. Blue indicates METTL3 + ADAM23 cells, and black indicates METTL3-overexpressing control cells. (**L**) Kaplan–Meier analysis of the TCGA OC cohort comparing overall survival between patients with high (red) versus low (black) ADAM23 expression.

## Data Availability

The data generated in this study are available in the Gene Expression Omnibus (GEO). RNA-seq data comparing METTL3 overexpression versus PCDH control and shMETTL3-1 and shMETTL3-2 versus shNC are deposited under accession numbers GSE313201 and GSE313200, respectively. Single-cell RNA-sequencing datasets analyzed in this study were obtained from publicly available resources in the GEO database under accession numbers GSE184880 and GSE222556.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cells15030294/s1: Table S1: List of primers oligonucleotides. Table S2: List of top 80 overlapping significantly differentially expressed genes in RNA-seq, including METTL3 vs. CTL, shMETTL3-1 vs. sh-control, and shMETTL3-2 vs. sh-control. 

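Table S2 has columns of log2 fold change, p-value and adjusted p-value for METTL3 against the vector control and for each shRNA against its control. Of its 80 genes, 79 were matched to the count table, 1 of them through an older symbol, and the shRNA columns were not analysed here. On all 6 libraries, 75 of the 79 genes changed in the direction that Table S2 gives for METTL3 overexpression. An adjusted p-value under 0.05 over all genes tested was found for 0 of them with edgeR's quasi-likelihood test. It was found for 9 when adjusted over the list alone. That is not independent evidence, because the list was chosen on libraries among these 6. An unadjusted p-value under 0.05 was found for 24. The CPM of the groups did not overlap for 19 of the 79 genes. Across the 79 genes, which are not independent replicates, the correlation of the log2 fold change with Table S2 was 0.89. These counts and the correlation reuse libraries on which the genes were chosen. Between the replicate 1 libraries alone, 49 of the 79 genes changed in the direction of Table S2. NOX1, AKR1C2, ATP10B and TP53INP2 had the opposite sign, with log2 fold changes of 0.08, 0.10, 0.20 and 0.10, where the paper's values are -0.58, -0.53, -0.52 and -0.35. DESeq2 was run on each of the 16 subsets of the libraries with at least 2 per group. With replicates 2 and 3 of each group, all 79 log2 fold changes lay within 0.0047 of the paper's values. All 79 p-values from DESeq2 there lay within 5% of the paper's. With each of the other subsets the median difference in log2 fold change was from 0.14 to 0.41. With replicates 2 and 3, 67 of the genes had an adjusted p-value under 0.05 with edgeR and 65 with DESeq2.

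**Figure D3:**
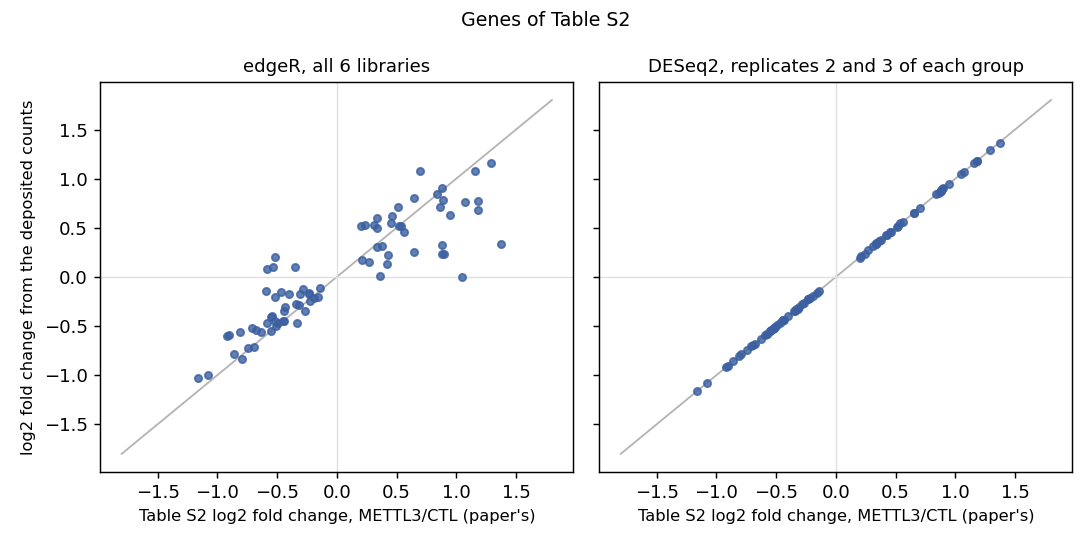
Log2 fold change with METTL3 overexpression from the deposited counts against the paper's log2 fold change in Table S2, 1 point for each of the 79 matched genes, with the line of equality. With edgeR on all 6 libraries (left) 75 genes share the sign of the paper's value, and with DESeq2 on replicates 2 and 3 of each group (right) every gene lies within 0.0047 of it.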

Figure S1: METTL3 expression. Figure S2: Body weight monitoring and global RNA methylation changes following carboplatin and STM2457 treatment. Figure S3: METTL3 regulates expression of interferon response genes. Figure S4: ADAM23 expression in cisplatin-resistant cells and functional impact of ADAM23 overexpression.

# Supplementary material for: Epitranscriptomic Regulation of Platinum Resistance via the METTL3-ADAM23 Axis in Ovarian Cancer
**Source:** Cells. 2026 Feb 4;15(3):294. doi: 10.3390/cells15030294
**Supplement:** Supplementary file 1

Supplemental table S1. List of primers oligonucleotides

| Target gene | Forward primer (5' to 3') | Reverse primer (5' to 3') | length |
|-------------|---------------------------|---------------------------|--------|
| 18S         | GAGACTCTGGCATGCTAACTAG    | GGACATCTAAGGGCATCACAG     | 129    |
| METTL3      | CAAGGAGGAGTGCATGAAAG      | GGAAAGAGCAGTCACCTAAAG     | 110    |
| METTL14     | TTTCATCAGGGATGTAGGTTTAG   | CATGGGAGGAGTGTTAGATTAG    | 101    |
| WTAP        | CTACTCAAATCCAGTACCTCAAG   | CTGTTCCAGTTCACCTTTCA      | 119    |
| FTO         | TGCCAAAGAGAAGGCTAATG      | GTATGCTGCTCTGCTCTTAAT     | 124    |
| ALKBH5      | AGTTCCAGTTCAAGCCTATTC     | CCGTATGCAGTGAGTGATT       | 106    |
| ADAM23      | AATACAGAAGGCACTGAGAAG     | GTGGAGCTCGAGTAAGATTG      | 118    |
| CA2         | CAAGAGTGCTGACTTCACTAAC    | CAATCCAGGTCACACATTCC      | 119    |
| HLA-G       | CCTACGATGGCAAGGATTAC      | GTAGGCTCTCCTTTGTTCAG      | 128    |
| OAS1        | GTTGACTGGCGGCTATAAA       | TCAGGAAGTCTCTCTGTAGTT     | 122    |
| OAS2        | CAACGTGACATCCTCGATAAA     | CAGCACCTCGAAAGAGATT       | 150    |
| Mus-Metl3   | GTCAGGAGATCCTAGAGCTATTA   | CTCTTCCTTGGTCCCATAATC     | 122    |
| Mus-Adam23  | TTCGGCTCCAAGTTCATTC       | CTCTCCACCCTTAGAGTACAT     | 111    |
| ADAM23-m6A  | CATCAGAGGCGTCAAAGAC       | CAGCTCTAGTGGCTCTATCA      | 106    |

Supplemental table S2. List of top 80 overlapping significant differentially expressed genes in RNA-seq including METTL3 vs CTL, shMETTL3-1 vs shRNA control, and shMETTL3-2 vs shRNA control

| Symbol      | log2FC(METTL3/CTL) | file1_pval | file1_padj | log2FC(shMETTL3-1/shNC) | file2_pval | file2_padj | log2FC(shMETTL3-2/shNC) | file3_pval | file3_padj |
|-------------|--------------------|------------|------------|-------------------------|------------|------------|-------------------------|------------|------------|
| CST6        | 1.37               | 1.84E-75   | 3.77E-72   | -0.26                   | 3.01E-07   | 3.83E-06   | -0.65                   | 1.88E-23   | 4.42E-21   |
| METTL3      | 1.29               | 2.32E-96   | 2.14E-92   | -0.75                   | 7.38E-46   | 1.45E-43   | -0.63                   | 2.58E-23   | 5.98E-21   |
| KRT16P2     | 1.18               | 0.00952    | 0.0562     | -0.99                   | 0.0008974  | 0.00530022 | -0.77                   | 0.00748456 | 0.05169647 |
| HLA-G       | 1.18               | 0.00436    | 0.0304     | -0.36                   | 0.03833989 | 0.1233106  | -0.48                   | 0.00647283 | 0.04622445 |
| RTL8B       | 1.16               | 1.30E-05   | 0.000202   | -0.73                   | 0.00011376 | 0.00084633 | -0.40                   | 0.04683166 | 0.18939331 |
| FGD3        | 1.07               | 9.71E-13   | 5.19E-11   | -0.19                   | 0.01124507 | 0.04577412 | -0.43                   | 2.69E-08   | 1.02E-06   |
| KRT13       | 1.05               | 1.76E-07   | 4.13E-06   | -2.00                   | 1.13E-106  | 9.87E-104  | -0.33                   | 3.02E-05   | 0.00055746 |
| CCRL2       | 0.95               | 6.93E-06   | 0.000115   | -0.35                   | 0.01967592 | 0.07198884 | -0.30                   | 0.04684043 | 0.18939331 |
| IVL         | 0.90               | 0.00637    | 0.0411     | -0.69                   | 9.99E-08   | 1.39E-06   | -0.91                   | 5.02E-11   | 2.96E-09   |
| RP11-7K24.3 | 0.90               | 3.37E-06   | 6.04E-05   | -0.43                   | 8.08E-05   | 0.00062147 | -0.51                   | 3.31E-05   | 0.0006021  |
| SERINC2     | 0.89               | 8.09E-55   | 7.12E-52   | -0.26                   | 2.73E-17   | 1.09E-15   | -0.30                   | 4.08E-11   | 2.43E-09   |
| VGLL1       | 0.88               | 4.27E-07   | 9.44E-06   | -1.58                   | 2.84E-64   | 1.05E-61   | -0.56                   | 2.94E-10   | 1.58E-08   |
| PPL         | 0.88               | 1.13E-25   | 2.12E-23   | -0.44                   | 3.02E-48   | 6.38E-46   | -0.31                   | 1.51E-07   | 4.76E-06   |
| CYSRT1      | 0.88               | 2.36E-13   | 1.37E-11   | -0.28                   | 6.84E-05   | 0.00053356 | -0.29                   | 0.0001645  | 0.00235199 |
| ALPP        | 0.86               | 0.00015924 | 0.00186955 | -0.40                   | 0.01749632 | 0.06552503 | -0.82                   | 7.29E-06   | 0.00015905 |
| C6orf132    | 0.84               | 2.71E-29   | 6.60E-27   | -0.18                   | 2.01E-07   | 2.66E-06   | -0.24                   | 0.00035126 | 0.00448235 |
| PECAM1      | 0.70               | 1.08E-05   | 0.0001722  | -1.32                   | 1.12E-34   | 1.33E-32   | -0.74                   | 3.69E-11   | 2.22E-09   |
| LY6D        | 0.65               | 4.48E-08   | 1.17E-06   | -1.60                   | 5.22E-223  | 2.01E-219  | -0.73                   | 4.57E-34   | 2.19E-31   |

|           |       |            |            |       |            |            |       |            |            |
|-----------|-------|------------|------------|-------|------------|------------|-------|------------|------------|
| PIK3CG    | 0.65  | 0.00013466 | 0.00161585 | -0.83 | 1.34E-10   | 2.77E-09   | -0.80 | 7.97E-08   | 2.65E-06   |
| PLAAT4    | 0.56  | 6.32E-15   | 4.47E-13   | -0.89 | 3.79E-103  | 3.04E-100  | -0.22 | 0.00033102 | 0.00425953 |
| FOXJ1     | 0.54  | 0.00289552 | 0.02180371 | -2.85 | 1.03E-135  | 1.41E-132  | -1.20 | 1.47E-35   | 7.76E-33   |
| TRIM22    | 0.51  | 0.02831253 | 0.12934169 | -1.50 | 7.85E-22   | 4.38E-20   | -0.94 | 3.50E-11   | 2.12E-09   |
| JPH2      | 0.46  | 0.00098853 | 0.00891    | -1.00 | 1.18E-26   | 9.13E-25   | -0.46 | 3.15E-06   | 7.56E-05   |
| KLHL30    | 0.45  | 0.02279411 | 0.109      | -0.85 | 9.33E-06   | 8.75E-05   | -0.66 | 0.00194289 | 0.0179118  |
| OAS2      | 0.43  | 0.03713023 | 0.0157     | -1.20 | 9.84E-14   | 2.91E-12   | -1.03 | 2.88E-11   | 1.76E-09   |
| SAMD9L    | 0.42  | 0.00025243 | 0.00279152 | -1.03 | 3.76E-58   | 1.15E-55   | -0.74 | 1.77E-23   | 4.23E-21   |
| TXNIP     | 0.38  | 4.11E-11   | 1.72E-09   | -1.12 | 2.92E-241  | 2.81E-237  | -0.36 | 2.49E-14   | 2.43E-12   |
| TENM2     | 0.34  | 0.03328591 | 0.14561797 | -1.51 | 0.03568253 | 0.11618455 | -1.57 | 0.03009976 | NA         |
| METTL7A   | 0.34  | 0.03865747 | 0.16224195 | -0.98 | 3.50E-10   | 6.88E-09   | -0.37 | 0.01348362 | 0.08037162 |
| MSLN      | 0.34  | 0.00011032 | 0.00136089 | -1.48 | 1.44E-146  | 2.31E-143  | -0.70 | 1.41E-25   | 4.57E-23   |
| LINC00342 | 0.31  | 0.01350024 | 0.0338954  | -0.88 | 5.39E-12   | 1.33E-10   | -0.48 | 0.00151972 | 0.01471016 |
| UBA7      | 0.24  | 0.02436064 | 0.0115     | -0.84 | 3.43E-23   | 2.10E-21   | -0.18 | 0.04100126 | 0.17333993 |
| MX1       | 0.21  | 0.02727011 | 0.0126     | -1.33 | 3.10E-115  | 3.13E-112  | -1.30 | 3.98E-68   | 6.10E-65   |
| FAM102A   | 0.20  | 0.00427234 | 0.02990474 | -0.83 | 1.17E-78   | 5.74E-76   | -0.25 | 2.16E-05   | 0.00041839 |
| SLC37A2   | 0.52  | 2.65E-12   | 1.33E-10   | -0.68 | 4.66E-32   | 4.71E-30   | -0.88 | 8.17E-44   | 8.34E-41   |
| SAMD9     | 0.36  | 1.57E-05   | 0.00023989 | -0.73 | 1.19E-57   | 3.48E-55   | -0.88 | 9.59E-31   | 4.08E-28   |
| GNG2      | -0.79 | 1.94E-13   | 7.38E-46   | 1.37  | 8.87E-15   | 2.86E-13   | 0.65  | 0.00174493 | 0.01636258 |
| ADAM23    | -0.71 | 1.06E-12   | 6.57E-19   | 1.37  | 1.37E-14   | 4.33E-13   | 0.80  | 6.40E-05   | 0.00106922 |
| LOXL2     | -0.68 | 7.52E-34   | 6.76E-22   | 1.89  | 5.74E-234  | 3.67E-230  | 1.34  | 5.21E-83   | 9.96E-80   |
| GPR3      | -0.63 | 1.77E-05   | 0.000768   | 1.10  | 3.47E-10   | 6.84E-09   | 0.64  | 0.00130816 | 0.01310983 |
| CEACAM5   | -0.59 | 1.49E-16   | 3.16E-05   | 1.51  | 3.70E-193  | 1.18E-189  | 0.65  | 2.45E-24   | 6.37E-22   |
| MAOB      | -0.58 | 0.00822898 | 3.75E-121  | 0.84  | 0.00359507 | 0.01741833 | 0.76  | 0.01402273 | 0.08281143 |
| NOX1      | -0.58 | 0.02809326 | 3.01E-07   | 1.12  | 6.14E-07   | 7.29E-06   | 0.67  | 0.00888772 | 0.05866279 |
| RAB30     | -0.55 | 4.76E-06   | 1.65E-17   | 1.02  | 8.96E-11   | 1.90E-09   | 0.68  | 9.26E-05   | 0.0014505  |
| PMP22     | -0.55 | 3.48E-08   | 8.13E-52   | 0.83  | 7.41E-07   | 8.60E-06   | 1.21  | 3.64E-11   | 2.19E-09   |
| AKR1C2    | -0.53 | 1.44E-05   | 4.40E-20   | 1.25  | 6.68E-19   | 3.00E-17   | 0.41  | 0.02794843 | 0.13462544 |
| DMD       | -0.52 | 0.00011193 | 2.58E-54   | 0.82  | 5.15E-08   | 7.50E-07   | 0.59  | 0.0002711  | 0.00358857 |
| GATA6     | -0.52 | 1.62E-06   | 4.19E-34   | 0.92  | 4.76E-15   | 1.56E-13   | 0.40  | 0.00398153 | 0.03183769 |
| AKAP7     | -0.51 | 0.00590669 | 4.14E-10   | 0.88  | 0.00014667 | 0.00105557 | 0.78  | 0.00102115 | 0.01079897 |
| PIP5K1B   | -0.47 | 0.03532458 | 0.0248     | 1.20  | 2.32E-13   | 6.58E-12   | 0.99  | 1.89E-08   | 7.32E-07   |
| RBM24     | -0.45 | 3.24E-05   | 1.25E-06   | 1.04  | 6.08E-05   | 0.00048137 | 1.34  | 1.36E-07   | 4.31E-06   |
| ABCC4     | -0.44 | 7.64E-11   | 4.92E-07   | 0.86  | 1.58E-33   | 1.77E-31   | 0.40  | 2.21E-05   | 0.00042589 |

|           |       |            |            |       |            |            |       |            |            |
|-----------|-------|------------|------------|-------|------------|------------|-------|------------|------------|
| GFPT2     | -0.44 | 1.33E-11   | 2.73E-17   | 1.32  | 2.97E-30   | 2.77E-28   | 1.46  | 5.20E-36   | 2.84E-33   |
| CCN2      | -0.43 | 8.79E-13   | 2.39E-09   | 0.82  | 7.04E-19   | 3.15E-17   | 0.59  | 9.99E-08   | 3.26E-06   |
| JUN       | -0.40 | 5.07E-09   | 1.31E-18   | 0.85  | 1.73E-33   | 1.89E-31   | 0.58  | 1.98E-13   | 1.68E-11   |
| TMEM158   | -0.34 | 0.00174452 | 0.00188    | 0.81  | 2.10E-12   | 5.39E-11   | 0.60  | 1.76E-06   | 4.46E-05   |
| INSYN2B   | -0.33 | 2.26E-06   | 9.58E-28   | 1.21  | 2.68E-32   | 2.73E-30   | 0.52  | 1.01E-05   | 0.0002175  |
| TRIM31    | -0.32 | 0.00115695 | 1.72E-27   | 0.81  | 1.24E-19   | 5.86E-18   | 0.43  | 3.23E-05   | 0.00059092 |
| CCN1      | -0.31 | 8.99E-09   | 1.05E-10   | 0.84  | 4.36E-80   | 2.26E-77   | 0.47  | 2.05E-17   | 2.73E-15   |
| S1PR3     | -0.28 | 0.03191967 | 2.24E-08   | 0.92  | 3.23E-07   | 4.09E-06   | 0.98  | 7.13E-08   | 2.40E-06   |
| CA2       | -0.27 | 0.00093041 | 2.95E-05   | 0.96  | 1.69E-49   | 3.78E-47   | 0.60  | 1.06E-15   | 1.15E-13   |
| AKAP12    | -0.23 | 0.00083612 | 8.14E-07   | 1.12  | 5.52E-100  | 3.92E-97   | 0.40  | 8.32E-08   | 2.74E-06   |
| CREB5     | -0.23 | 0.00521466 | 9.38E-11   | 1.26  | 8.31E-14   | 2.47E-12   | 1.22  | 7.77E-12   | 5.20E-10   |
| NAV3      | -0.22 | 0.01849498 | 2.69E-05   | 1.45  | 2.71E-24   | 1.82E-22   | 0.90  | 2.47E-08   | 9.42E-07   |
| PTX3      | -0.19 | 0.00176268 | 0.0173     | 0.84  | 8.55E-31   | 8.13E-29   | 0.76  | 6.24E-22   | 1.33E-19   |
| ANXA5     | -0.16 | 0.00413865 | 6.03E-36   | 0.91  | 1.27E-117  | 1.36E-114  | 0.76  | 1.64E-51   | 2.10E-48   |
| GALC      | -0.14 | 0.04372793 | 7.65E-07   | 0.85  | 1.89E-62   | 6.85E-60   | 0.30  | 2.07E-05   | 0.00040304 |
| LINC00460 | -1.16 | 1.17E-22   | 1.76E-20   | 0.71  | 8.49E-05   | 0.00065049 | 0.44  | 0.01843268 | 0.10030548 |
| RASSF8    | -1.08 | 2.82E-58   | 2.61E-55   | 0.33  | 4.92E-07   | 5.96E-06   | 0.34  | 0.00010176 | 0.00157715 |
| LYZ       | -0.92 | 4.77E-33   | 1.84E-30   | 0.17  | 0.00609611 | 0.02731016 | 0.66  | 1.84E-24   | 5.02E-22   |
| COL22A1   | -0.90 | 4.05E-12   | 1.98E-10   | 0.57  | 0.00819784 | 0.0351119  | 1.06  | 1.14E-07   | 3.69E-06   |
| OSBPL6    | -0.86 | 1.66E-16   | 1.45E-14   | 0.31  | 0.04884347 | 0.14893088 | 0.36  | 0.03467512 | 0.15511697 |
| SRPX      | -0.81 | 2.15E-18   | 2.23E-16   | 0.62  | 3.57E-07   | 4.47E-06   | 0.54  | 4.25E-05   | 0.00075026 |
| NOG       | -0.74 | 3.95E-11   | 1.66E-09   | 0.57  | 0.01416428 | 0.05546977 | 1.59  | 1.20E-14   | 1.20E-12   |
| SLC22A3   | -0.69 | 1.77E-22   | 2.58E-20   | 0.40  | 0.0048348  | 0.02245597 | 1.04  | 1.74E-14   | 1.72E-12   |
| CD99L2    | -0.54 | 2.28E-13   | 1.33E-11   | 0.19  | 0.02641824 | 0.09123028 | 0.89  | 7.33E-26   | 2.44E-23   |
| ATP10B    | -0.52 | 7.36E-07   | 1.53E-05   | 0.68  | 2.80E-19   | 1.29E-17   | 0.82  | 4.88E-24   | 1.20E-21   |
| MSRB3     | -0.49 | 7.90E-11   | 3.19E-09   | 0.76  | 2.13E-08   | 3.24E-07   | 1.16  | 3.99E-17   | 5.01E-15   |
| TP53INP2  | -0.35 | 0.00064192 | 0.00624314 | 0.43  | 0.00037485 | 0.00244565 | 0.89  | 4.80E-14   | 4.37E-12   |
| OAS1      | 0.27  | 0.00108985 | 0.00971036 | -0.65 | 9.90E-30   | 9.05E-28   | -0.64 | 1.94E-22   | 4.37E-20   |

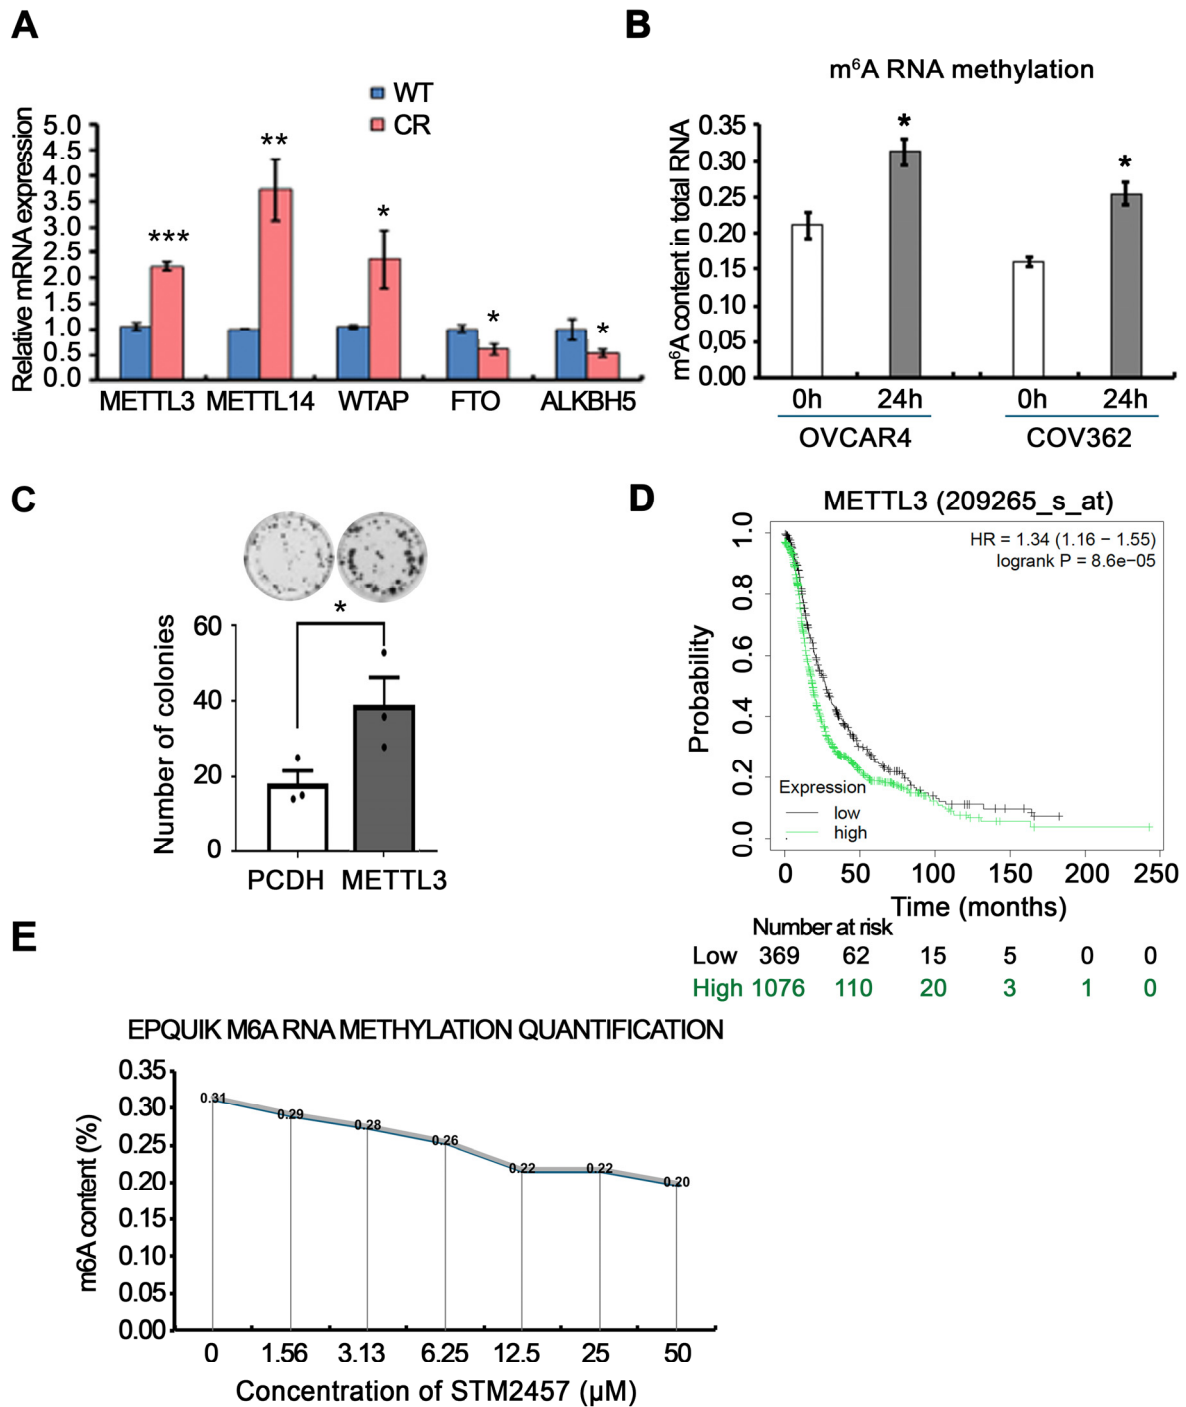

Supplemental Figure S1. METTL3 expression, functional impact, inhibition, and clinical relevance in ovarian cancer.

(A) Relative messenger RNA expression of m<sup>6</sup>A regulatory genes in parental (wild type WT) and cisplatin resistant (CR) ovarian cancer cells. CR cells showed marked upregulation of METTL3, METTL14, and WTAP, with modest reductions in FTO and ALKBH5 expression levels. Data represent means +/- standard deviation. Statistical significance was determined using a two tailed Student t test (\*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001). (B) Quantification of global m<sup>6</sup>A methylation levels in wild-type and cisplatin-resistant OVCAR4 and COV362 cells using the EpiQuik m<sup>6</sup>A RNA methylation quantification kit. (C) Colony formation assay measures numbers of colonies in cells overexpressing METTL3 compared with cells transfected with vector control (PCDH). Representative colony images (top) and quantification (bottom; \*P < 0.05) are shown. (D) Kaplan Meier analysis of overall survival using TCGA ovarian cancer database in cBioportal, in patients whose tumors express high (green) vs low (black) METTL3 expression. Numbers at risk for high and low expression cohorts are shown below the curve. (E) Global m<sup>6</sup>A RNA methylation content following treatment with the METTL3 inhibitor STM2457.

**A**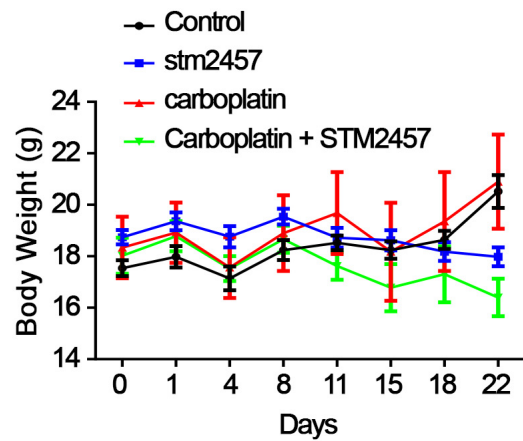**B**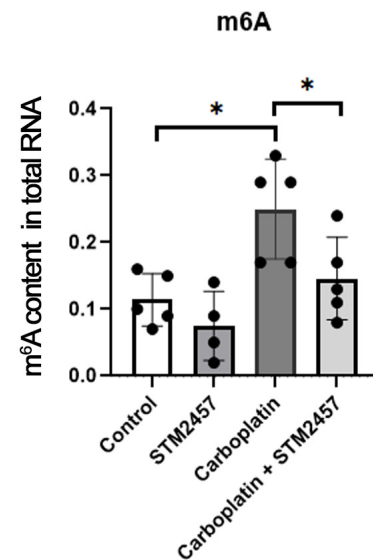

Supplemental Figure S2. Body weight monitoring and global RNA methylation changes following carboplatin and STM2457 treatment.

(A) Body weight of female C57BL/6 mice intraperitoneally injected with ID8-luc ovarian cancer cells and treated with vehicle (control), STM2457, carboplatin, or the combination of carboplatin and STM2457 ( $n = 5$  mice per group). Body weight was monitored at the indicated time points during treatment. Data are shown as means  $\pm$  SEM. (B) Global m<sup>6</sup>A RNA content in xenografts collected at the experimental endpoint. Data are presented as mean  $\pm$  SEM. \* $p < 0.05$ .

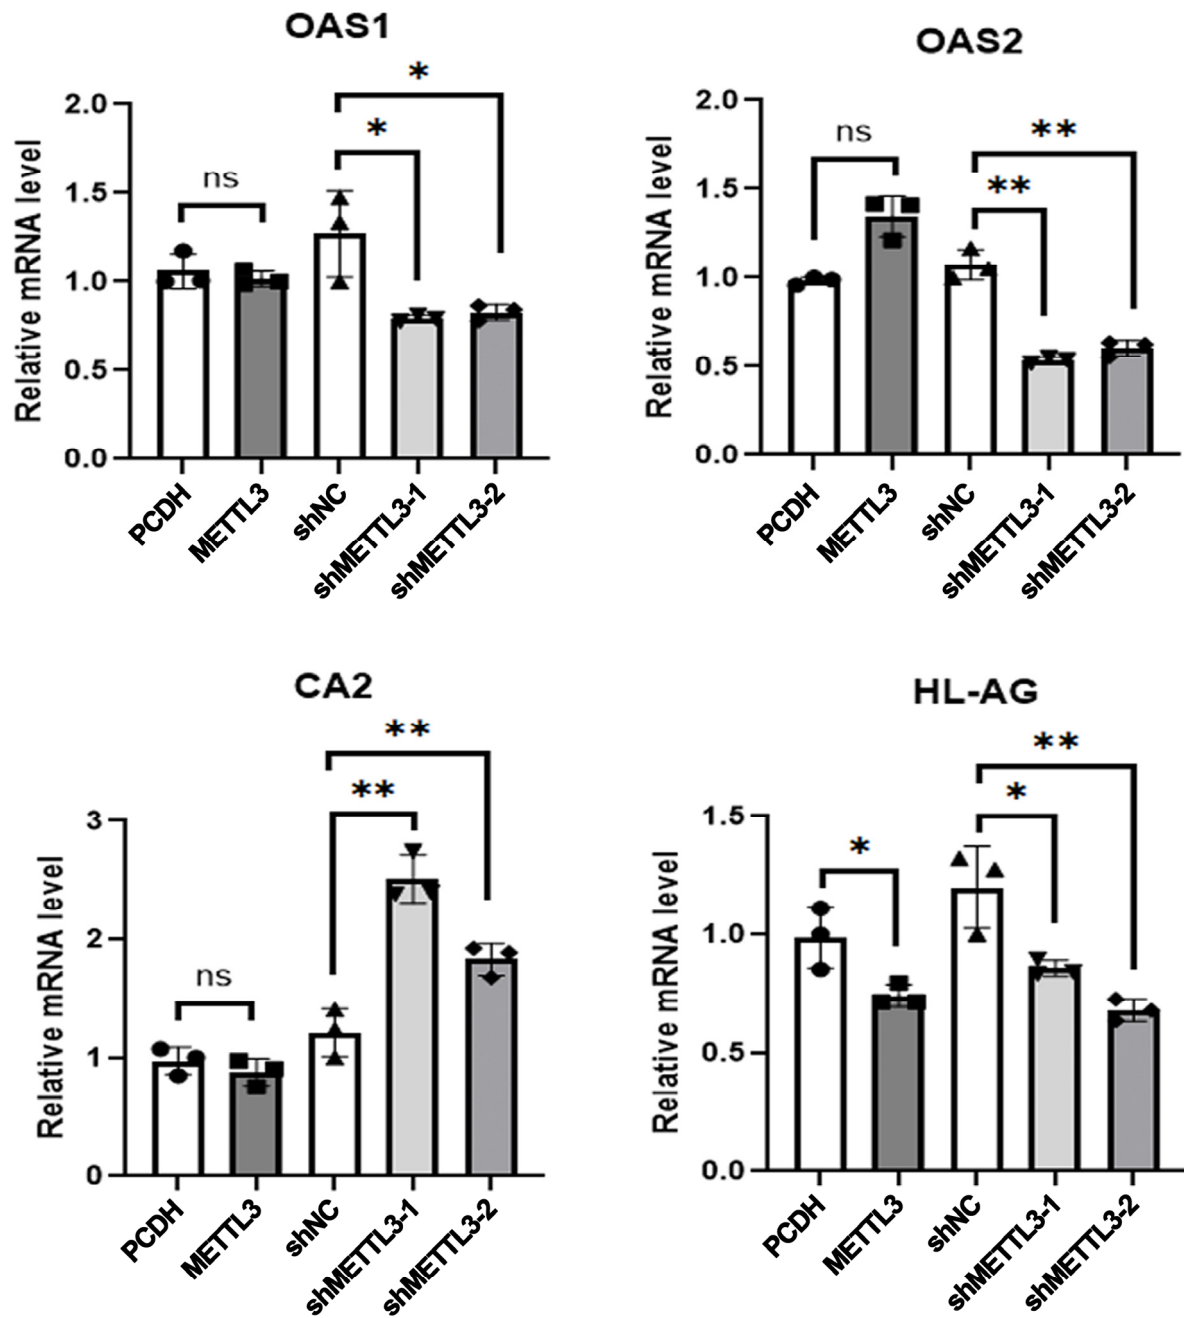

Supplemental Figure S3. METTL3 regulates expression of interferon response genes.

Quantitative RT-PCR assessed relative mRNA levels of selected METTL3 target genes (OAS1, OAS2, CA2, and HL-AG) in OVCAR5 cells transfected with METTL3 (METTL3), control vector (PCDH), non-targeting shRNA (shNC), or METTL3 knockdown using two independent shRNAs

(shMETTL3-1 and shMETTL3-2). Statistical comparisons were performed using a two tailed Student t test (\*P < 0.05, \*\*P < 0.01, ns not significant).

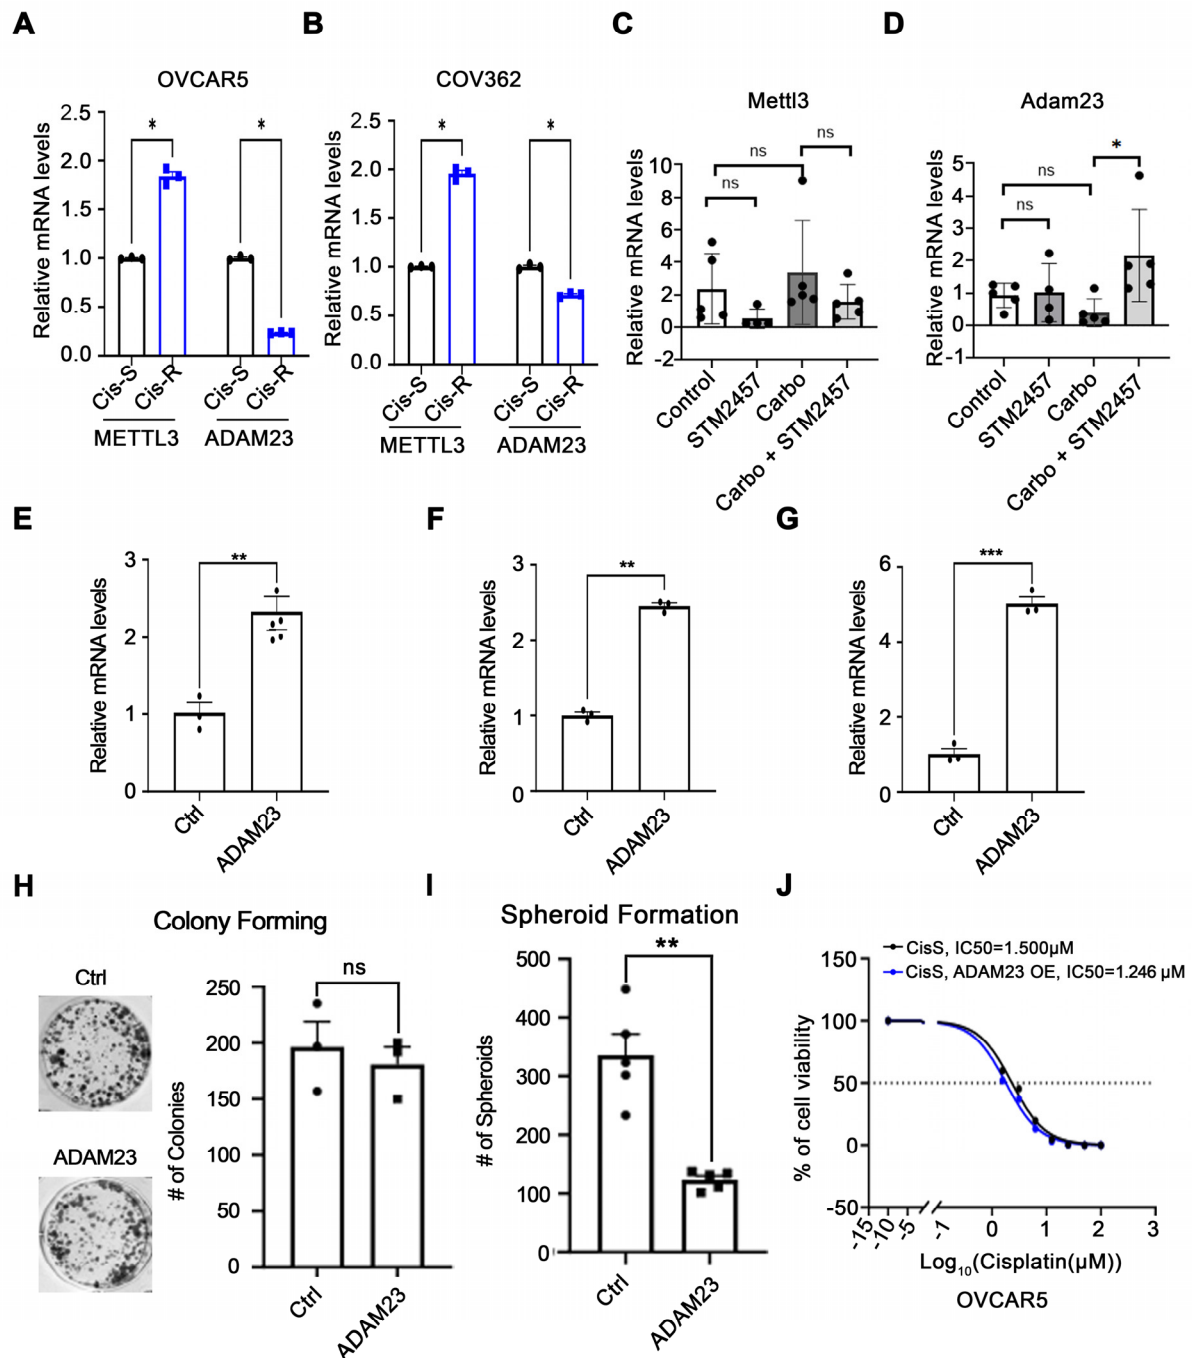

Supplemental Figure S4. ADAM23 expression in cisplatin resistant cells and functional impact of ADAM23 overexpression.

(A) RT-qPCR measures mRNA levels of METTL3 and ADAM23 in CisS and CisR OVCAR5 cells. (\*P < 0.05). (B) RT-qPCR measures mRNA expression of METTL3 and ADAM23 in CisS and

CisR COV362 cells. (\*P < 0.05). (C) Relative mRNA expression levels of Mettl3 were measured by RT-qPCR in tumor samples collected from ID8-luc-bearing mice treated with vehicle (Control), STM2457, carboplatin (Carbo), or the combination of carboplatin and STM2457. Data are shown as mean  $\pm$  SEM, with individual data points representing biological replicates. (\*P < 0.05; ns, not significant). (D) Relative mRNA expression levels of Adam23 were measured by RT-qPCR in tumor samples collected from ID8-luc-bearing mice treated with vehicle (Control), STM2457, carboplatin (Carbo), or the combination of carboplatin and STM2457. Data are shown as means  $\pm$  SEM, with individual data points representing biological replicates. (\*P < 0.05; ns, not significant). (E–G) RT-qPCR measures ADAM23 expression levels in OVCAR5 parental (WT) cells (E), CisR OVCAR5 cells (F), and METTL3 overexpressing cells (G). (\*\*P < 0.01, \*\*\*P < 0.001). (H) Colony formation assay comparing control and ADAM23 overexpressing cells. Representative colony images are shown on the left, with quantification on the right. (ns, not significant). (I) Spheroid formation assay in control versus ADAM23 overexpressing cells. (\*\*P < 0.01). (J) A cell viability CCK8 assay shows responses expressed as IC50 values of OVCAR5 cells transduced with control vector and ADAM23 to cisplatin.

How the deposited data were processed for this re-analysis (not part of the article)

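The measurements are RNA-seq counts of OVCAR5 cells, 3 libraries with METTL3 overexpression and 3 with the empty vector. The authors aligned the reads to hg38 with hisat2 and counted reads per gene with Subread. The deposited values are these raw counts, whole numbers without normalization or filtering, for 60649 gene rows of which 43096 hold at least 1 count. Versions of the aligner and counter, the annotation release, and the treatment of strand and of reads that fit several genes are not given in the paper's text. Low counts were mostly even, and counting both mates of a read pair would make the counts less precise than their size implies. Every column of the table was mapped to a sample by its name. Total counts ranged from 101214854 to 125463386 with METTL3 (median 108933916) and from 96633925 to 113343102 with the vector (median 110532334), so differences in depth between groups were small. Differences between replicates, whether from the cultures or from library preparation, were larger than counting error.

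Gene identifiers were matched without their version to GENCODE release 44 (GRCh38), which named 60507 rows and left 142 unnamed. Table S2 symbols were matched by symbol or through older symbols in RefSeq. For each gene the longest transcript gave its length, GC content and number of DRACH motifs, the sequence pattern at which m6A is found.

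In R 4.3.3, genes passing filterByExpr of edgeR 4.0.16 (22038 genes) were scaled by TMM, and the groups were compared with glmQLFit (robust) and glmQLFTest, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were taken as the size of the log2 fold change over the square root of F. CPM were computed from the deposited counts with the TMM factors. DESeq2 1.42.0, which the authors used, was an alternative. The 8 gene lists hold 515 entries and were written by hand before the counts were read. They are type I interferon, homologous recombination, NOD-like receptor, TGF-β, VEGFA-VEGFR2, apoptosis, keratinocyte differentiation and YAP targets, and they were tested with camera of limma 3.58.1. A list of 20 proliferation genes was added later. Exact permutation tests used the 10 splits of the 6 libraries into 3 and 3, so no such p-value can be under 0.1. The functions were tested on simulated counts drawn with the means, spread and totals of the real libraries, with 200 genes changed by a fold change of 2. A further set of genes was raised by a smaller change and was not counted as unchanged. Each gene was drawn independently with the same spread in every library, so no shift of replicate 1 was simulated. The rates below therefore do not describe libraries with such a shift. Over 6 libraries, edgeR recovered 43.5% of the changed genes among 21581 tested, and 8.16% of its calls were unchanged genes. DESeq2 recovered 57.5% among 22038, and 31.7% of its calls were unchanged genes. With the spread of replicates 2 and 3 of each group, edgeR recovered 66.5% among 21518 genes, with 6.63% of calls unchanged.

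The replicate numbers are shared between the groups. The correlations of same-numbered libraries' deviations from their group means were 0.33, 0.12 and 0.17 for numbers 1, 2 and 3, each over the minimum of 0.1 set for this check, so the numbers were taken to pair the libraries. Libraries with different numbers also passed it, at 0.21 and 0.13, so beyond replicate 1 the evidence for pairing is weak. This pairing comes from the values and not from the paper or the labels. Alternatives set before the data were examined were DESeq2, other size factors, upper-quartile normalization, no filter, at least 10 counts in every library, an adjusted p-value under 0.01, a test against a fold change of 2, the replicate number as a block, each library left out in turn, fry, an estimated correlation, and lists without the Table S2 genes. Added after seeing the data were replicates 2 and 3 of each group, counts divided by 2, libraries thinned to equal totals, and each library's trend with GC content and transcript length removed by splines with 5 degrees of freedom each. Genes named in the text are those the paper names for these libraries, Table S2 genes of opposite sign, the 5 largest changes in each direction among genes with an adjusted p-value under 0.05 and at least 1 CPM, and 3 members of each list that passed. On all 6 libraries no gene and no list met the last 2 criteria. The knockdown, drug-treated and single-cell libraries were not analysed here.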

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

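The tests in this part were chosen after the pattern was seen, apart from the gene lists, 8 of which were written before the counts were read. Replicate 1 of both groups carries a signal that the paper does not report. With the group in the model, 1997 genes differed between replicate 1 and the other libraries at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), 936 higher and 1061 lower, and 585 of them had a fold change of at least 2. The same comparison called 0 genes for replicate 2, where 191 had an unadjusted p-value under 0.05, and 0 genes for replicate 3, where 273 did. Examples chosen after their values were seen are NCAM1, at 0.691 and 4.14 CPM in replicate 1 with METTL3 and with the vector and from 2.91 to 32.3 CPM in the other libraries, and MUC16, at 49.4 and 7.2 CPM in replicate 1 and from 1.98 to 6.17 CPM in the others.

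Several technical causes are argued against as the whole explanation. With all libraries thinned to the smallest total, 1999 genes differed, which argues against depth. With each library's trend with GC content and transcript length removed, 3278 genes differed, so the trend is not the source of the shared shift. Without the 100 most abundant genes, 1970 differed. A swap of the groups within replicate 1 is excluded by METTL3 itself, at 152 CPM in the replicate 1 library with METTL3 overexpression against at most 80.6 CPM in a vector control library. Less complete poly(A) selection would raise transcripts that lack a poly(A) tail, yet 1599 protein-coding genes other than histone genes differed, 952 of them lower.

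For the histone genes that last explanation stays open. The 46 replication-dependent histone genes, whose transcripts lack a poly(A) tail, had a median log2 difference of 0.507 in replicate 1, and 44 of them were higher. The medians of other short noncoding classes were also above 0, at 0.287 for the class that holds 7SL RNA, 0.335 for snRNA and 0.298 for snoRNA. Within the first class, RN7SL4P (2.74), RN7SL3 (2.13) and RN7SL1 (2.10) were among the 5 largest rises on the log2 scale, and the summed CPM of the class was 119 and 196 in replicate 1 against 34.6 to 50.9 in the other libraries. More dividing cells would raise histone transcripts too. The median of 20 proliferation genes was -0.0336, but their summed CPM moved in opposite directions in the groups, 4030 in replicate 1 against 5110 and 5030 with METTL3, and 5420 against 4750 and 4800 with the vector. More division therefore stays open, above all for vector control replicate 1, and either explanation may add to the pattern.

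A difference in the state of the cultures is a candidate explanation for the rest. In replicate 1, 27 of 31 YAP target genes were lower (adjusted p = 4.35e-11 from camera over 8 lists; 0.0198 from fry; 0.165 with an estimated correlation). Keratinocyte differentiation genes were higher, 38 of 47 (adjusted p = 0.000258 from camera; 0.0133 from fry; 0.158 with an estimated correlation). Interferon genes were also higher, 52 of 68 (adjusted p = 7.06e-10 from camera; 0.0198 from fry; 0.195 with an estimated correlation). The VEGFA-VEGFR2 list (adjusted p = 3.61e-05) and the TGF-β list (adjusted p = 7.64e-06) were lower in camera and did not pass fry. The NOD-like receptor list (adjusted p = 0.258), the homologous recombination list (0.527) and the apoptosis list (0.769) did not pass camera, and the first of these passed fry (adjusted p = 0.0326). Denser or older cultures could give lower YAP targets and more differentiation, but density and passage are not in the labels, some YAP targets had been seen among the lowest genes before this test, and a separate library batch remains as open as a culture effect.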

How the results depend on the processing

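Alternatives on replicates 2 and 3 of each group, with counts divided by 2, with thinned libraries and with GC content and length trends removed were chosen after seeing the data, and the splits for gene lists were planned after the fit on all 6 libraries. The cause of a change below was not tested unless it is stated.

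The number of differentially expressed genes, 0 on all 6 libraries with 1830 at an unadjusted p-value under 0.05, stayed at 0 with DESeq2's size factors, upper-quartile normalization, at least 10 counts in every library, an adjusted p-value under 0.01, counts divided by 2 and thinned libraries. With the replicate block, the fit for paired libraries, it was 0 as well, with 2480 genes at an unadjusted p-value under 0.05. It was 560 without a filter (212 at a fold change of at least 2), where the prior degrees of freedom rose from 4.47 to 6.52, 545 of the genes had also been tested with the filter, and 60.2% were higher. DESeq2 called 225 (84 at that fold change), 69.3% of them higher, and 1915 at an unadjusted p-value under 0.05. Of the DESeq2 calls, 219 were also called by edgeR in replicates 2 and 3. Removing the GC content and length trend gave 1 gene, and 6 together with the replicate block, all at a fold change of at least 2. Replicates 2 and 3 gave 3362 genes with edgeR (397 at that fold change), 4704 with the trend removed, 3480 with counts divided by 2, and 3095 with DESeq2 (267), or 4921 at an unadjusted p-value under 0.05. The trend removal moved the share of higher calls there from 43.7% to 57.1%. Across the 6 fits that each left out 1 library the count ranged from 0 to 367, and from 0 to 156 at the fold change of 2; both upper values came without vector control replicate 1. The test against a fold change of 2 gave 0.

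METTL3 kept its direction throughout and had an adjusted p-value over 0.05 in the main setting. It passed without a filter (log2 fold change 1.18), with DESeq2 (1.18), with the GC content and length trend removed (1.24, and 1.24 with the replicate block), and in replicates 2 and 3 (1.28 with edgeR, 1.29 with DESeq2). It ranged from 1.13 to 1.23 across the 6 fits with 1 library left out, and passed only without vector control replicate 1 (adjusted p = 0.00708). ADAM23 was lower in every alternative and passed in replicates 2 and 3 alone (-0.71 with each tool, adjusted p = 1.82e-05 and 5.09e-11); elsewhere its adjusted p ran from 0.0607 to 0.925. In the same 2 settings OAS1 (0.27 and 0.27), CA2 (-0.28 and -0.27), HLA-G (1.16 and 1.18) and 1 of 8 other m6A regulators, RBM15, passed. OAS1 ranged from -0.0280 without METTL3-overexpressing replicate 1 to 0.47 without vector control replicate 1. OAS2 passed in no setting. The number of Table S2 genes called was 0 with all 6 libraries, 18 without a filter, 9 with DESeq2, 1 with the trend removed with or without the replicate block, and 67 or 65 in replicates 2 and 3. It ranged from 0 to 14 with 1 library left out, 14 without vector control replicate 1.

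For 4 genes of Table S2 the sign changed to the paper's in some settings. Over replicates 2 and 3 NOX1 was at -0.58 with edgeR and -0.58 with DESeq2, AKR1C2 at -0.54 and -0.53, ATP10B at -0.53 and -0.52, and TP53INP2 at -0.36 and -0.35. With the replicate block NOX1 was at -0.0714, AKR1C2 at -0.0322 and ATP10B at -0.0265, and with the trend also removed NOX1 was at -0.0057 and ATP10B at -0.0859. With 1 library left out they ranged from -0.51 to 0.38, from -0.44 to 0.35, from -0.54 to 0.53 and from -0.23 to 0.33 in that order of genes. The lowest values came without METTL3-overexpressing replicate 1, and for TP53INP2 without vector control replicate 1.

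For the lists, values are adjusted p-values from camera. In replicates 2 and 3 the interferon list (0.000137) and the keratinocyte differentiation list (0.00149) passed as higher. Neither passed there with fry or with an estimated correlation. The homologous recombination list (0.105) and the apoptosis list (0.389) turned higher there, and the TGF-β (0.238) and VEGFA-VEGFR2 (0.389) lists turned lower. The apoptosis list also turned higher with DESeq2's size factors (0.975), at least 10 counts in every library (0.94) and counts divided by 2 (0.95). With 1 library left out the adjusted p ranged from 4.34e-06 to 0.731 for interferon, 0.0844 to 0.922 for homologous recombination, 0.0227 to 0.602 for TGF-β, 0.00383 to 0.602 for VEGFA-VEGFR2, 0.602 to 0.971 for apoptosis, 0.00283 to 0.992 for keratinocyte differentiation and 8.71e-05 to 0.922 for YAP targets. Without vector control replicate 1 the interferon and keratinocyte lists passed as higher, and the homologous recombination, apoptosis, TGF-β, VEGFA-VEGFR2 and YAP lists changed direction. Without METTL3-overexpressing replicate 1 the homologous recombination, apoptosis and keratinocyte lists changed direction, the last also without vector control replicate 3 (0.992). Interferon also passed without METTL3-overexpressing replicate 3 (0.0444). As higher lists, VEGFA-VEGFR2 and YAP passed without METTL3-overexpressing replicate 1 (0.0172 and 8.71e-05), vector control replicate 2 (0.00383 and 0.0026) and vector control replicate 3 (0.0133 and 0.00223), and TGF-β passed without either of these vector controls (0.0426 and 0.0227). In fits with 1 library left out, the groups hold unequal shares of replicate 1 libraries or of the others. A list that differed in replicate 1 can pass there for that reason, so these passes do not separate METTL3 from replicate 1. Without the trend removed, the replicate block changed no call of a gene or list.

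With 1 library left out, the ratio of distances between and within groups ranged from 0.99 without METTL3-overexpressing replicate 1 to 1.13 without vector control replicate 1, and it was 1.22 in replicates 2 and 3. The relation of log2 fold change to DRACH motifs changed sign with motifs per transcript (rho 0.058), in replicates 2 and 3 (0.055) and with the trend removed (0.0092), was -0.132 over genes with a mean of at least 10 CPM, and ranged from -0.0801 to 0.0426 with 1 library left out, highest without vector control replicate 1. Depth limits HLA-G most among the named genes, at 0.336 CPM in vector control replicate 2.

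All 10 splits of the 6 libraries into 3 and 3 gave as many genes at an adjusted p-value under 0.05 as the real one, since each gave 0, and the same 10 at a fold change of at least 2. At an unadjusted p-value under 0.05, 3 of the 10 splits gave as many genes as the real split, with up to 2504. The other 2 put both replicate 1 libraries and 1 more METTL3 library against the rest. Of the 4 splits that part all 3 pairs, the real one gave the most. A camera p-value as small was given by 6 of the splits for interferon, 6 for homologous recombination, 2 for NOD-like receptor, 10 for TGF-β, 9 for VEGFA-VEGFR2, 10 for apoptosis, 7 for keratinocyte differentiation and 7 for YAP targets. With 10 splits none of these shares can be under 0.1. Counts divided by 2 and thinned libraries, each with 0 genes called, could not lower a count that was 0 already, so those tests decide nothing.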

Differences from the paper's values

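The paper reports 4920 differentially expressed genes for METTL3 overexpression, and edgeR called 0 on all 6 libraries. None of the alternatives set before the data were examined closed the gap; the closest were 560 genes without a filter, 367 without vector control replicate 1 and 225 with DESeq2. With replicates 2 and 3 of each group, chosen after seeing the values, edgeR called 3362 genes and DESeq2 3095, and DESeq2 gave 4921 genes at an unadjusted p-value under 0.05, against the paper's 4920 at an FDR under 0.05.

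For genes with a fold change of at least 2, the paper gives 257 higher and 231 lower genes, counting only those that changed the other way with METTL3 silencing. If that minimum applied to overexpression, the number from overexpression alone would be at least as large, but in Table S2 only 9 of the 80 overlapping genes have a METTL3 log2 fold change of at least 1 in either direction. On all 6 libraries it was 0 and 0. Among the alternatives set before the data were examined, edgeR without a filter gave 93 and 119, DESeq2 43 and 41, and the fit without vector control replicate 1 42 and 114, and none closed either gap. Replicates 2 and 3, chosen after seeing the values, gave 118 higher and 279 lower with edgeR, and 81 and 186 with DESeq2. These count overexpression alone and the paper's count an overlap with silencing, so a number near the paper's is not a match. DESeq2's numbers were both below the paper's. That could not be so if the minimum applied to overexpression with the same calls.

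In Table S2, 75 of the paper's adjusted p-values for METTL3 overexpression are under 0.05, and 0 of the matched genes passed here on all 6 libraries. None of the alternatives set before the data were examined closed this gap, the most being 18 without a filter; replicates 2 and 3, chosen after seeing the values, gave 67 with edgeR and 65 with DESeq2. That includes ADAM23, OAS1, CA2 and HLA-G, and not OAS2. The paper's 75 is itself uncertain, since some of these adjusted p-values are smaller than the p-value beside them. The paper lists OAS2 at 0.0157 beside a p-value of 0.0371, and NOX1 at 3.01e-07 beside 0.0281. DESeq2 on replicates 2 and 3 gave them adjusted p-values of 0.1455 and 0.1183. The 75 against 67 or 65 is therefore not by itself a difference in results.

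For METTL3 the paper's log2 fold change is 1.29, and the value here was 1.16 (standard error 0.117). The difference was larger than the spread within groups of 0.111, but that spread is of single libraries and not the error of a fold change. It was about the size of the standard error, so it is weak evidence of a discrepancy. Of the alternatives set before the data were examined, the fits without replicate 1 of either group came nearest (1.23 for each). No filter, at least 10 counts in every library, DESeq2 and its size factors in edgeR all gave 1.18, a difference close to that spread. With replicates 2 and 3, chosen after seeing the values, it was 1.28 with edgeR and 1.29 with DESeq2.

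For 4 genes of Table S2 the fold change had the opposite sign. NOX1 was at 0.0837 against the paper's -0.58, AKR1C2 at 0.10 against the paper's -0.53, ATP10B at 0.20 against the paper's -0.52, and TP53INP2 at 0.10 against the paper's -0.35. The 4 genes were picked for their sign, so no check of them was planned. Among settings listed before the data were examined, the fit without METTL3-overexpressing replicate 1 brought NOX1 to -0.51, AKR1C2 to -0.44 and ATP10B to -0.54. The replicate block changed only their sign, to -0.0714, -0.0322 and -0.0265, with most of the difference left. TP53INP2 was at -0.23 without vector control replicate 1 and at -0.0158 without METTL3-overexpressing replicate 1, which again changed little but the sign. Removing the GC content and length trend with the replicate block, chosen after seeing the data, gave -0.0057 for NOX1 and -0.0859 for ATP10B. Apart from replicates 2 and 3, the other alternatives kept the opposite sign. With replicates 2 and 3, chosen after seeing the values, DESeq2 gave -0.58, -0.53, -0.52 and -0.35.

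The paper's log2 fold changes in Table S2 lay within 0.0047 of DESeq2's for all 79 matched genes when replicates 2 and 3 of each group were used, and this was the only 1 of the 16 subsets tried in which all 79 did. The paper's p-values for METTL3 overexpression also lay within 5% of DESeq2's for all 79 genes there, and for at most 1 gene in any other subset. For METTL3 they were 2.32e-96 in the paper and 2.317e-96 from DESeq2. The log2 fold changes and p-values of Table S2 are thus those of replicates 2 and 3, without replicate 1. The paper's text does not name the libraries behind Table S2, and its heatmaps in Fig. 4 show 3 columns per group. In 27 of the 80 rows of Table S2 the paper's adjusted p-value is smaller than the p-value beside it, which Benjamini-Hochberg adjustment cannot give.

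The paper describes VEGF and TGF-β signaling as enriched among genes lowered by METTL3 overexpression and raised by its depletion. A shift of a whole list with overexpression alone is another measure, since the depletion libraries were not analysed here. The hand-written lists were higher in camera on all 6 libraries (adjusted p = 0.127 and 0.192). It describes homologous recombination as enriched among genes raised by METTL3 and lowered by its depletion, and that list was lower (adjusted p = 0.192). The NOD-like receptor and interferon lists, which the paper gives for the same genes, were higher but did not pass (adjusted p = 0.192 and 0.127). Over replicates 2 and 3, chosen after seeing the values, the 5 lists all moved in the direction of the gene group in which the paper reports them. Only the interferon list passed camera (adjusted p = 0.000137). It did not pass with fry (adjusted p = 0.138) or an estimated correlation (adjusted p = 0.466). The values of Table S2 match these libraries, so the shared direction is not independent of the paper.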

Other observations

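The tests of calls between all 6 libraries and replicates 2 and 3 were chosen after the result was seen; those of DRACH motifs, keratinocyte differentiation and YAP targets were written before the counts were read, but treating their failure to pass as leaving the hypotheses open was decided after the values were seen.

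The 6 libraries gave 0 genes at an adjusted p-value under 0.05 and 1830 at an unadjusted one, and replicates 2 and 3 of each group gave 3362. A shift of replicate 1 shared by both groups is argued against as the whole cause, because the replicate block, which removes it, left the number at 0. Bias in GC content or length is argued against as well, since 1 gene was called once the trend was removed, although the vector controls differed in such trends. Across 12548 protein-coding genes, GC content and length held 25.7%, 34.3% and 11.3% of the variance of the difference of vector control replicates 1, 2 and 3 from the other vector controls, with rho for GC content of -0.32, 0.38 and 0.20. Each of these differences includes the other libraries, so they do not tell which library is the odd one. For METTL3-overexpressing replicate 1 they held 4.49%. Counting both mates of a pair does not account for the calls in replicates 2 and 3, which were 3480 with counts divided by 2. An opposite response in replicate 1 is argued against by a rho of 0.31 across the 3362 genes between their log2 fold change and the difference within replicate 1, where 2079 (61.8%) had the same sign. Over all 22046 genes tested there, rho was 0.14 and 55.4% had the same sign, so part of this relation is not special to the called genes, and genes are not independent replicates. A response in replicate 1 that is shared only in part stays open. In DESeq2 the 4 subsets without vector control replicate 1 called from 1041 to 3095 genes and the 12 subsets with it called from 2 to 225. In edgeR, leaving out vector control replicate 1 alone gave 367 genes, against 3362 without replicate 1 of both groups. How far the count depends on this library alone thus differs between the tools. Whether its difference is technical or biological was not settled by these tests.

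ADAM23 shows the same library effect. It was lower in replicate 1 of both groups (7.69 and 6.41 CPM) than in the other libraries of each group (11.0 to 18.6 CPM), while METTL3 in vector control replicate 1 was at 80.6 CPM, near the other vector controls. In these libraries the lowest ADAM23 value was thus found without METTL3 overexpression. The relation between the genes across libraries was not tested. METTL3 values fall in 2 separate groups, and 3 libraries per group would make a test within groups weak.

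If more METTL3 lowered m6A-rich transcripts in general, log2 fold change would fall with the number of DRACH motifs per kb. Across genes, which are not independent replicates, rho was -0.038, and 9 of the 10 splits of the libraries gave a rho as far from 0. Over genes with a mean of at least 10 CPM it was -0.132, for which other splits were not counted. The sign changed with motifs counted per transcript (0.0577), in replicates 2 and 3 (0.0549) and with the trend of GC content and length removed (0.0092). The data leave a general relation open.

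Reading Table S2 raised the hypothesis that a keratinocyte differentiation program rises with METTL3, since it lists IVL, KRT13, PPL and LY6D. On all 6 libraries 26 of 47 list genes were higher (adjusted p = 0.405 from camera), and without the Table S2 genes the adjusted p was 0.95. Over replicates 2 and 3 the list passed in camera (adjusted p = 0.00149) and did not without the Table S2 genes (0.247). It also did not pass there with fry (adjusted p = 0.115) or an estimated correlation (adjusted p = 0.398). The tests leave the hypothesis open. Lower YAP activity was the second hypothesis. On all 6 libraries the list of 31 YAP targets was higher, not lower, with METTL3 (19 genes higher, adjusted p = 0.105 from camera). Without the Table S2 genes the adjusted p was 0.0614, so it passed in neither direction there. Single libraries changed this. The list passed as higher without METTL3-overexpressing replicate 1 (adjusted p = 8.71e-05), vector control replicate 2 (0.0026) or vector control replicate 3 (0.00223 from camera). It turned lower without vector control replicate 1 (adjusted p = 0.922 from camera). The groups in these fits hold unequal shares of replicate 1 libraries, in which 27 of the 31 targets were lower. These fits therefore do not separate METTL3 from replicate 1.

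Of the 8 other m6A writers and erasers examined, METTL14, WTAP, VIRMA, RBM15, CBLL1, METTL4, FTO and ALKBH5, 0 passed on all 6 libraries, over all genes or adjusted over the list alone. Only RBM15 had groups that did not overlap, at 24.1 ± 0.651 CPM with METTL3 and 20.5 ± 0.505 CPM with the vector (SD, n = 3 each), a log2 fold change of 0.23 (adjusted p = 0.615 from edgeR's quasi-likelihood test and 0.493 adjusted over the list alone). By chance 10% of genes have such groups. It passed in replicates 2 and 3 (0.22, adjusted p = 0.0352), chosen after seeing the values. For the other 7 genes the log2 fold change lay between -0.14 and 0.10.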
